# Root Foraging Strategy Improves the Adaptability of Tea Plants (*Camellia sinensis* L.) to Soil Potassium Heterogeneity

**DOI:** 10.3390/ijms23158585

**Published:** 2022-08-02

**Authors:** Li Ruan, Hao Cheng, Uwe Ludewig, Jianwu Li, Scott X. Chang

**Keywords:** cellulose decomposition, F1 hybrid population, low-K tolerant, organic acids, root development

## Abstract

Root foraging enables plants to obtain more soil nutrients in a constantly changing nutrient environment. Little is known about the adaptation mechanism of adventitious roots of plants dominated by asexual reproduction (such as tea plants) to soil potassium heterogeneity. We investigated root foraging strategies for K by two tea plants (low-K tolerant genotype “1511” and low-K intolerant genotype “1601”) using a multi-layer split-root system. Root exudates, root architecture and transcriptional responses to K heterogeneity were analyzed by HPLC, WinRHIZO and RNA-seq. With the higher leaf K concentrations and K biological utilization indexes, “1511” acclimated to K heterogeneity better than “1601”. For “1511”, maximum total root length and fine root length proportion appeared on the K-enriched side; the solubilization of soil K reached the maximum on the low-K side, which was consistent with the amount of organic acids released through root exudation. The cellulose decomposition genes that were abundant on the K-enriched side may have promoted root proliferation for “1511”. This did not happen in “1601”. The low-K tolerant tea genotype “1511” was better at acclimating to K heterogeneity, which was due to a smart root foraging strategy: more roots (especially fine roots) were developed in the K-enriched side; more organic acids were secreted in the low-K side to activate soil K and the root proliferation in the K-enriched side might be due to cellulose decomposition. The present research provides a practical basis for a better understanding of the adaptation strategies of clonal woody plants to soil nutrient availability.

## 1. Introduction

Tea is, after water, the world’s most popular beverage. It contains abundant secondary metabolites such as polyphenols, theanine, and caffeine, which offer a wealth of human health benefits. In the last decade, worldwide tea production has increased by ~66% in acreage and has reached 5.3 million tons on 3.5 million hectares across 50 tea-growing countries (Food and Agriculture Organization of the United Nations statistics. https://www.fao.org/faostat (accessed on 6 July 2022)). Potassium (K) is one of the most important nutrients for the growth of tea plants. The availability of K in the soil greatly affects the quality, yield and resistance to pests and abiotic stresses of tea plants [1,2]. Soils in tea plantations are generally highly acidic and have high leaching rates, resulting in the loss of soil K. In addition, a large amount of K is exported from the ecosystem by tea leaf harvesting. The percentage of tea gardens that are deficient in soil K increased from 59% in the 1990s to 74% in the 2010s in China [3]. Due to weathering, atmospheric deposition, leaching, fertilization, tillage and other processes, K availability in most managed soils is spatially heterogeneous [4,5]. For example, no-tillage combined with strip fertilization, and the accumulation of litter caused by artificial pruning can both increase the K heterogeneity [6,7]. Tea plantations are usually distributed in mountainous or hilly areas with steep slopes. Those tea plantations are usually managed without tillage but with strip fertilization and litter accumulation are common, factors that often increase the spatial heterogeneity of K in the soil.

The plasticity of plant roots in response to the fluctuating environmental conditions is one of the main mechanisms by which plants optimize their water and nutrient acquisition [4]. When the soil K is heterogeneous, roots will adopt a series of plastic foraging strategies to increase the absorption of K [8,9]. The plasticity to foraging mainly includes the following strategies: (1) root morphological remodeling, that is, increasing root length and surface area in K-enriched soil patches and limiting root growth in the K-deficient patches [10,11]; (2) release of root exudates to improve the availability of soil K, so that different forms of soil K can be used by plants [12,13]; and (3) gene expressions of calcium signaling, respiration, proton pumps, K transporters and channels to sense external K availabilities and respond to their changes at the molecular level [14,15,16]. Differences in root traits, such as root diameter among different plant species, affect the absorption of K and foraging strategies of roots to soil nutrient heterogeneity [17,18]. 

Previous studies on root foraging strategies for K were mainly focused on annual plants, such as *Arabidopsis*, *Glycine max*, *Triticum aestivum*, *Zea mays* and *Oryza sativa* [19,20]. There are few studies on tea plants, which are perennial and are mainly reproduced by asexual propagation. Adventitious roots of asexually propagated tea seedlings grow laterally, and their geotropism is weak. Therefore, the adaptation of tea roots to soil K heterogeneity may be very different to other crops. Furthermore, previous studies were mainly focused either on the roles of root morphology, root exudation, or genes for improving plant acclimation to soil K heterogeneity, but whether there is coordination among these processes remains to be verified.

In this paper, we studied root foraging strategies of tea plants under soil K heterogeneity. Two tea genotypes from the F1 hybrid population of Longjing 43 × Baihaozao hybrid were selected for this research. The two genotypes had a similar genetic background but were very different in their tolerance to low soil K availability and root development, including a low-K tolerant genotype “1511” and a low-K intolerant genotype “1601” [16,21]. Tea plants are highly heterozygous because of their incompatibility and frequent interspecific hybridization. Taking this specific breeding line as the research object makes this study based on a similar genetic background, which is more conducive to finding out the target genes. As reported in previous studies, the reason for the strong adaptabilities to changes in nutrient availabilities of plants with different tolerances is that their roots have strong plasticity, so that they can uptake more nutrients from regions with high nutrient availability [22,23]. For example, *C. quinoa*, as a plant that is highly tolerant to low K availability, responds to K heterogeneity through strong root plasticity [24]. *Pinus massoniana,* with a different tolerance to low nutrient availability, also responds differently to nutrient heterogeneity by various root foraging strategies [25]. Thus, when the soil K availability is heterogeneous, plants with different tolerances are likely to respond to K heterogeneity through root morphological and physiological plasticity. 

The starting hypothesis is that the tea genotype “1511” that is tolerant to low K availability adjusts better to the heterogeneity of soil K by adopting a root foraging strategy that optimally coordinates root morphology and physiology. The differences in root foraging strategies between the two tea genotypes were compared by monitoring root morphologies, organic acid contents in root exudates, the soil K solubilizing abilities of root exudates, and the contents of different K fractions in soils over a 12-month period in a greenhouse incubation experiment using a multi-layer split-root system (Figure 1). The key genes regulating foraging strategies were identified by transcriptome sequencing. Our findings will not only contribute to our further understanding of the adaptation strategies of tea plants to soil K availability, but also help to provide a reference for tea growers and producers to improve the potassium utilization by making full use of tea roots. 

## 2. Results

### 2.1. The Nutrition and Growth of Tea Plants in the Multi-Layer Split-Root System

After one year of growth in the multi-layer split-root system, there were no significant differences in leaf, stem and root K concentrations between the two tea genotypes in the U.K+ treatment (Figure 2A). The leaf K concentrations were 47 and 38% higher in “1511” than those of “1601” in the Sp.K+/Sp.K0 and U.K0 treatments, respectively (*p* < 0.01). The leaf K concentrations in the Sp.K+/Sp.K0 treatment were the same as those in the U.K+ treatment for “1511”, but was only 67% in the former than in the latter for “1601”. The root K concentrations were lower in “1511” than in “1601” in the Sp.K+ treatment (*p* < 0.01), but higher in “1511” than in “1601” in the U.K0 treatment (*p* < 0.01) (Figure 2A). The K biological utilization indexes (KUIB) were higher in “1511” than in “1601” in the Sp.K+/Sp.K0 and U.K0 treatments (Figure 2B, *p* < 0.05), but not different between the two genotypes in the U.K+ treatment. Moreover, in both shoot and root, the activities of major antioxidant enzymes (SOD, POD and CAT) were significantly higher in “1511” than those in “1601” when both were stressed by K limitation. For the shoot system, the content of procyanidins in “1511” was significantly higher than that in “1601” under the K limitation, while there was no significant difference in total phenol content between the two tea plant types. For the root system, the contents of both procyanidins and total phenol in “1511” were significantly higher than those in “1601” under K limitation. Therefore, the two genotypes had different tolerances for the K limitation (Supplementary Figure S5).

### 2.2. Temporal and Spatial Variations of Soil K Concentrations and Root Development

The slowly available K was higher at the end than at the beginning of the experiment in all treatments (Figure 3), but the temporal pattern for available K was the opposite (Figure 4). The slowly available K and available K changed as a function of the distance from roots. Under homogeneous K supply (U.K+ and U.K0), the slowly available K concentration depends on the distance from the roots of “1511”, but under heterogeneous K supply (Sp.K+/Sp.K0) the spatial variation was low around the roots of “1511”. On the contrary, under heterogeneous K supply (Sp.K+/Sp.K0), the above changes in “1601” were not reduced (Figure 3).

The total root length reached the maximum in February for both genotypes. However, the total root length was the longest in the Sp.K+ treatment for “1511” (Figure 5A), but not in the U.K+ treatment for “1601” (Figure 5B). Total root length was not different between Sp.K0 and U.K0 throughout the study for “1511”, but not different between Sp.K+ and Sp.K0 for “1601”. For “1511”, the total root length was higher (*p* < 0.05) in Sp.K+ than in Sp.K0 in February, May, and November. The fine root (<1 mm) length was higher in Sp.K+ than in U.K+ throughout the study for “1511” (Figure 5C), but not for “1601” (Figure 5D).

### 2.3. Release of Organic Acid and Solubilization of Soil K by Root Exudates

Oxalic and formic acids were the main organic acids secreted by the roots of the two genotypes (Supplementary Figure S3). The total organic acid content reached the maximum in August for both genotypes (Figure 6A). For “1511”, the order of total organic acid content was Sp.K0 > Sp.K+ > U.K+ > U.K0. For “1601”, the order of total organic acid content was Sp.K+ > U.K0 > Sp.K0 > U.K+. The amount of soil K solubilized by root exudates was similar to the amount of organic acid secreted across the treatments (Figure 6B). The solubilization of soil K was the highest in the Sp.K0 treatment for “1511”, but not in the Sp.K+ treatment for “1601”.

### 2.4. Potential Key Genes Involved in Root K Foraging 

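Gene expression was measured by RNA sequencing in the roots of 2 tea genotypes, “1511”, which tolerates low K availability, and “1601”, which does not. The plants grew in hydroponic boxes of 12 plants whose roots were spread over 2 compartments, and were cultured with K for 60 days before the treatments were applied for 5 days. On U.NK both compartments held 1 mM K2SO4, and on U.SK both held 0 mM. In the heterogeneous treatment, Sp.NK is the side with 1 mM and Sp.SK the side with 0 mM of the same plants, and the roots of the sides were collected apart. Each of the 8 combinations of genotype and condition had 3 libraries, 24 in all. The authors aligned the reads to the tea genome, which is assembled in scaffolds, and deposited the number of reads on each gene, without normalization, and FPKM values. The tables list 48505 genes, of which 33932 are annotated gene models and 14573 were newly assembled from the reads. The paper's text does not name the program that counted the reads or how it treated reads that match several genes, so the reads of closely related genes could have been split between them. Between 13214833 and 26309637 reads were counted on genes per library (median 18066086). In “1511”, the totals ran from 16432754 to 19815566 on U.NK (median 19613743), 13889304 to 18272129 on Sp.NK (median 17148699), 15798906 to 26309637 on Sp.SK (median 17264710) and 15006288 to 16731022 on U.SK (median 15645916). In “1601”, they ran from 13214833 to 17860043 on U.NK (median 13264171), 19233107 to 23704712 on Sp.NK (median 23279441), 18279912 to 22525843 on Sp.SK (median 19151351) and 14974618 to 22020152 on U.SK (median 20091322). Counts were normalized with edgeR's TMM method, and the 35557 genes that passed edgeR's filter on low counts were tested. The 8 group means were fitted to all 24 libraries together with edgeR's quasi-likelihood test, and a gene was called at an adjusted p-value under 0.05 (Benjamini-Hochberg) with no minimum fold change, the threshold that the paper states. This fit uses the same spread between replicates for both genotypes. The spread, given as the biological coefficient of variation (BCV) within a group, was 0.387 on U.NK and 0.341 on U.SK in “1511”, against 0.176 and 0.191 in “1601”. In the heterogeneous treatment it was 0.295 on Sp.NK and 0.275 on Sp.SK in “1511”, against 0.27 and 0.301 in “1601”. The first principal component held 58.1% of the variance and separated the genotypes.

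**Figure D1:**
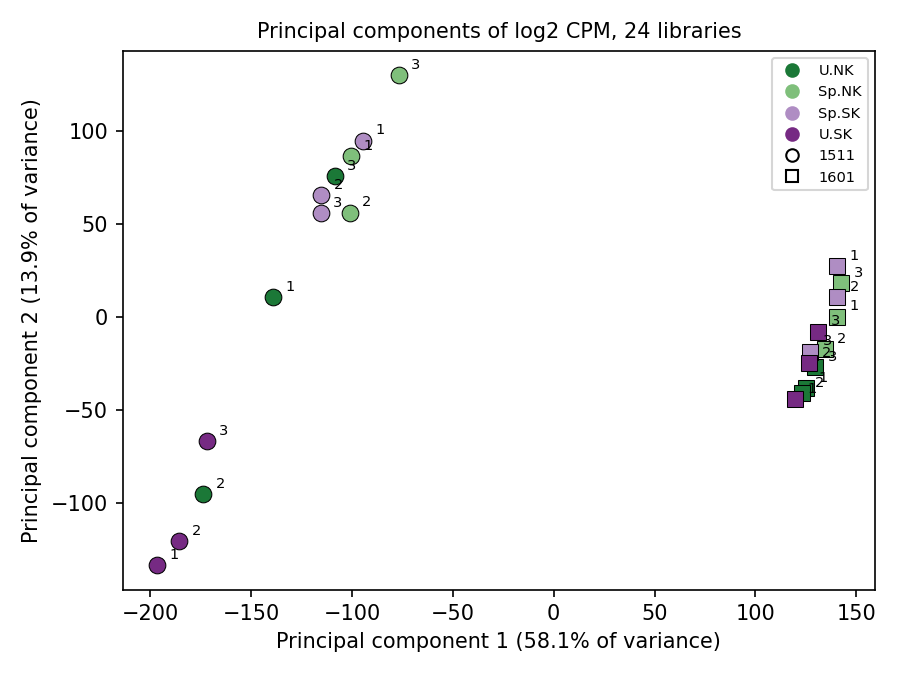
Principal components of log2 CPM (counts scaled to library size) over the 24 libraries. Each point is a library, with circles for “1511”, squares for “1601”, colours for the conditions and the replicate number beside it. The horizontal axis holds 58.1% and the vertical axis 13.9% of the variance, and U.NK replicate 2 of “1511” lies among the U.SK libraries of that genotype.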

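Low-K responsive genes were taken as the genes whose expression differed between U.SK and U.NK roots of a genotype. In “1511”, 2786 genes were called (697 higher and 2089 lower on U.SK), and 9000 genes, 25.3% of those tested, had an unadjusted p-value under 0.05. In “1601”, 0 genes were called, and 1024 (2.88%) had an unadjusted p-value under 0.05. When the difference between the genotypes was tested itself, as the U.SK to U.NK change of “1511” minus that of “1601”, 160 genes were called, with a lower value in “1511” for 155 of them. Under the alternatives, the count of “1511” and that of the difference were highest with limma voom and a quality weight for each library, which gave 13463 genes in “1511” (50.5% of them higher on U.SK), 70 in “1601” and 9127 for the difference between the genotypes (48.6% with a higher value in “1511”), so that the surplus of lower genes depended on the method. DESeq2 on only the libraries compared gave 1261 genes in “1511”, 827 for the difference and 175 in “1601”, the most of the alternatives there. Of its calls in “1511” among the genes that the main fit tested, 18.5% were higher on U.SK, so the surplus of lower genes remained with that method. EdgeR on only the 6 libraries compared gave 0 genes in both genotypes, with 4581 genes in “1511” and 2761 in “1601” at an unadjusted p-value under 0.05, and edgeR on the 12 libraries of a genotype also gave 0 in both, with 6831 and 1683. For the difference, edgeR on the 12 libraries compared gave 0 genes, with 5022 at an unadjusted p-value under 0.05. The count in “1511” also depended on single libraries, and was 293 without U.NK replicate 3, 623 without U.SK replicate 1, 1459 without U.SK replicate 2, 1520 without U.NK replicate 1 and 6611 without U.NK replicate 2. The difference between the genotypes was 13 genes without U.NK replicate 2 of “1601” and 3166 without U.NK replicate 2 of “1511”. Of the genes in “1511” with a mean of at least 1 CPM (counts scaled to library size) over all libraries and no overlap between U.NK and U.SK libraries, the pair that rose most was almost silent in “1511”. A newly assembled gene with a reverse transcriptase domain, on scaffold 1535 from 1425993 to 1431310, had 0 counts in each U.NK library and 1 to 3 in the U.SK libraries of “1511”, against 84 to 100 and 133 to 229 in “1601”. TEA013364, a DnaJ domain gene on scaffold 5124 from 186246 to 186725, had 0 to 1 counts on U.NK and 3 to 8 on U.SK in “1511”, against 50 to 89 and 92 to 173 in “1601”. The pair that fell most had 0 counts in every U.SK library of “1511”. TEA017995, which encodes a cytokinin dehydrogenase and lies on scaffold 5273 from 406239 to 411234 with 4 exons, had 7 to 153 counts on U.NK. TEA012822, which encodes an O-methyltransferase and lies on scaffold 809 from 2001519 to 2004420 with 3 exons, had 3 to 160 counts on U.NK. Their adjusted p-values were 0.029, 0.0281, 0.017 and 0.0318 in the order given (edgeR, Benjamini-Hochberg), and each of the 4 calls was lost when U.NK replicate 3 was left out (0.145, 0.165, 0.115 and 0.265). With the 12 libraries of “1511” alone TEA017995 (edgeR adjusted p = 0.0863) and TEA012822 (0.135) were not called, nor was TEA012822 with limma voom (0.0512) or TEA013364 with DESeq2 on the 6 libraries compared (0.087).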

There were more low-K responsive genes in “1511” than in “1601”. Moreover, there were more low-K responsive genes involved in regulating the responses to K heterogeneity in “1511” than in “1601”. 

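Genes that respond to K heterogeneity were selected among the low-K responsive genes by the rule of the paper's methods. A gene higher on U.SK counted when it was also higher on Sp.NK than on U.NK or lower on Sp.SK than on U.SK, and a gene lower on U.SK counted in the opposite cases. The comparison of Sp.SK with U.SK called 11072 genes in “1511” (6177 higher and 4895 lower on Sp.SK) and 2424 in “1601” (916 higher and 1508 lower). The comparison of Sp.NK with U.NK called 1640 genes in “1511” (950 higher and 690 lower on Sp.NK) and 320 in “1601” (100 higher and 220 lower). DESeq2 on only the libraries compared reversed this order, with 894 genes in “1511” and 2716 in “1601”. So did edgeR on the 12 libraries of a genotype (0 and 1339) and on only the libraries compared (0 and 1116). Limma voom with quality weights kept the order (11222 and 4560), as did the other alternatives on all 24 libraries. Tested as a difference between the genotypes, the Sp.SK to U.SK change differed in 4981 genes and the Sp.NK to U.NK change in 82. The rule selected 2602 genes in “1511”, which are 93.4% of its low-K responsive genes. Of these, 609 were higher on U.SK and lower on Sp.SK than on U.SK, 1983 were lower on U.SK and higher on Sp.SK than on U.SK, and only 10 and 5 were selected through the comparison of Sp.NK with U.NK (a gene can be in more than 1 of these classes). In “1601” the rule selected 0 genes, because it starts from the low-K responsive genes. The comparisons share their U.SK or U.NK libraries, so noise in those libraries alone makes their results overlap. In 12 simulations of “1511” with no change in any group, 0 genes were selected by call. When the same numbers of top-ranked genes were taken as in the real comparisons, the simulations selected 1874 genes (1848 to 1894), against 2602 in the real libraries. In “1601”, the 1024 genes with an unadjusted low-K p-value under 0.05 and the top 2424 and 320 genes of the other comparisons gave 136 genes, against 404.5 (385 to 420) in the simulations. The simulations drew each gene independently, so they lack noise that many genes of a library share. They therefore cannot show how much overlap the shared libraries give in the real data, and no conclusion is drawn from the difference. Under the alternatives the selected count of “1511” ranged from 0, with edgeR on its 12 libraries or on only the libraries compared, where 0 genes were low-K responsive (6831 and 4581 at an unadjusted p-value under 0.05), to 10745 with limma voom and quality weights (57 in “1601”). That of “1601” was at most 103, with DESeq2 on the libraries compared (1144 in “1511”). The count in “1511” was 286 without U.NK replicate 3 and 6054 without U.NK replicate 2. For Sp.NK against U.NK in “1511”, it was 1 without U.NK replicate 1, 23 without U.NK replicate 2 and 6121 without U.NK replicate 3. In “1601”, it was 28 without Sp.NK replicate 1 and 686 without Sp.NK replicate 2. For Sp.SK against U.SK, it was 6349 without U.SK replicate 1 in “1511” and 663 without Sp.SK replicate 1 in “1601”. The difference between the genotypes was 2820 genes for Sp.SK without U.SK replicate 1 of “1511”, and 7 and 917 genes for Sp.NK without U.NK replicates 1 and 3 of “1511”.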

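The deposited tables give a Pfam domain description for 24481 of the tested genes and no KEGG pathway, so sets of words in these descriptions, fixed before the data were examined, stood in for pathways. Each set was tested for a surplus among the 2065 described genes of “1511” that respond to K heterogeneity, against the described genes tested (Fisher's exact test, one-sided, Benjamini-Hochberg over 8 sets). The flavonoid biosynthesis set had 7 of its 12 genes among them, an enrichment of 6.92-fold (exact p = 1.63e-05, adjusted p = 0.00013). The cellulose degradation set had 11 of 44 genes (2.96-fold, exact p = 0.000842, adjusted p = 0.00337), and the phenylpropanoid biosynthesis set 20 of 118 (2.01-fold, exact p = 0.00201, adjusted p = 0.00535). Of the genes that the paper names for turning cellulose into glucose, the cellulose degradation set held TEA026325 but not TEA008079 or TEA019040. Its surplus therefore says nothing of the latter genes. The starch and sucrose metabolism set, which contains words of the cellulose degradation set, had 26 of 179 genes (1.72-fold, exact p = 0.00449, adjusted p = 0.00897). The surplus was not past the threshold for plant hormone signal transduction (17 of 158 genes, 1.28-fold, adjusted p = 0.286), potassium transport (4 of 33, adjusted p = 0.403), antioxidation (3 of 29, adjusted p = 0.511) and superoxide dismutase (0 of 12, adjusted p = 1). The lists of the DESeq2 fits moved the enrichment of the sets past the threshold most. With them, the phenylpropanoid biosynthesis set came first (20 genes, 4.41-fold, adjusted p = 1.88e-07, exact test). The genes of a set are not independent of each other, and the counts do not weigh how far each gene changed.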

For “1511”, starch and sucrose metabolism, phenylpropanoid biosynthesis, and flavonoid biosynthesis were the most significant enriched KEGGs. For “1601”, there were no significant enriched KEGGs. The enrichment of starch and sucrose metabolism was found in both tea genotypes, while the enrichment degree and the number of “1511” were higher than those of “1601” (Figure 7).

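The list of “1601” that the tests need was empty under edgeR, where 0 genes were low-K responsive. DESeq2 on only the libraries compared gave lists with 941 described genes in “1511” and 82 in “1601”. In “1511”, 21 of the 179 starch and sucrose metabolism genes were in the list, an enrichment of 3.05-fold (Fisher's exact test, one-sided, p = 5.74e-06, adjusted p = 2.3e-05). In “1601”, 2 of the 179 were, an enrichment of 3.34-fold (exact p = 0.121, adjusted p = 0.968). The phenylpropanoid biosynthesis and plant hormone signal transduction sets each had 1 gene in the list of “1601”, and the other sets had 0, with no adjusted p-value under 0.968. The difference in enrichment between the genotypes was not tested.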

The relationships and expression patterns of the key genes enriched in the starch and sucrose metabolism pathway are shown in Figure 8. Some of these genes (TEA026325, TEA008079, TEA19040) were responsible for converting cellulose to D-glucose, and other genes (TEA014414, TEA023084) were responsible for converting starch and glycogen to ADP-glucose. 

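The genes are given here with their position on the scaffolds of the tea genome and the protein domains that the tables list. TEA026325 lies on scaffold 1492 from 3238975 to 3260396, on the minus strand, with 7 exons, and encodes a glycosyl hydrolase of family 9 with a carbohydrate binding domain. TEA008079 lies on scaffold 979 from 1958516 to 1969528, on the plus strand, with 12 exons, and encodes a glycosyl hydrolase of family 1. TEA19040, listed as TEA019040, lies on scaffold 635 from 1222468 to 1248702, on the minus strand, with 17 exons, and encodes a glycosyl hydrolase of family 3. TEA014414 lies on scaffold 41 from 4369939 to 4373699, on the plus strand, with 6 exons, and carries a carbohydrate phosphorylase domain. TEA023084 lies on scaffold 595 from 1110186 to 1116502, on the plus strand, with 13 exons, and carries a nucleotidyl transferase domain. The tables list 37 genes with a family 9 domain, 43 with a family 1 domain, 26 with a family 3 domain, 16 phosphorylases and 25 nucleotidyl transferases, of which 24, 37, 22, 11 and 18 were expressed enough to be tested.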

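In “1511”, TEA026325 was expressed at 71 ± 19.1 CPM (counts scaled to library size; SD, n = 3) on Sp.NK and 62.5 ± 6.15 on Sp.SK, against 26.2 ± 22.6 on U.NK and 2.74 ± 1.07 on U.SK. In “1601”, it was at 55.2 ± 35.5 CPM on Sp.NK, 38.2 ± 11.7 on Sp.SK, 44 ± 2.12 on U.NK and 34.5 ± 2.52 on U.SK. The mean of the heterogeneous conditions minus the mean of the homogeneous ones was 2.97 on the log2 scale in “1511” (standard error 0.41, adjusted p = 6.94e-05, edgeR with Benjamini-Hochberg adjustment) and 0.24 in “1601” (standard error 0.37, adjusted p = 0.717). For TEA008079, TEA019040, TEA014414 and TEA023084, the same log2 difference in “1511” was 1.82, 2.02, 2.25 and 1.85 (edgeR adjusted p = 0.000142, 0.00374, 0.000299 and 0.00211). In “1601” it was -0.38, -1.64, -0.25 and 0.08 (edgeR adjusted p = 0.349, 0.0275, 0.672 and 0.931), so that TEA019040 was lower in the heterogeneous conditions there. This call of TEA019040 in “1601” held in 6 of the 12 fits that each left out a library, and its adjusted p-value was 0.0893 without U.NK replicate 1, the highest of them. The difference between the genotypes in this change was 2.73 for TEA026325, 2.20 for TEA008079, 3.65 for TEA019040, 2.50 for TEA014414 and 1.77 for TEA023084 (edgeR adjusted p = 0.00252, 0.000997, 0.00174, 0.00324 and 0.0368). For TEA023084, which had only 6 to 9 counts per U.SK library of “1511”, the difference stayed past the threshold in 11 of the 24 fits that each left out a library, and its adjusted p-value was 0.0871 without Sp.NK replicate 3 of “1511”. On log2(FPKM + 1), the mean of the 6 heterogeneous libraries of “1511” was above that of the 6 homogeneous ones with p = 0.00216 for TEA026325 and TEA023084, 0.00866 for TEA008079 and TEA014414, and 0.013 for TEA019040 (exact permutation test, two-sided, where 0.00216 is the smallest p that 6 libraries against 6 allow, and the sides of the same plants count as separate libraries). For TEA008079, TEA014414 and TEA019040 the libraries overlapped, with 3, 3 and 1 of the 6 heterogeneous ones above every homogeneous one. All 5 passed when adjusted over the list alone (0.0054 to 0.013, Benjamini-Hochberg, exact test) as they did over all genes tested, and since the study chose the genes on these samples, the former is not independent evidence.

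**Figure D2:**
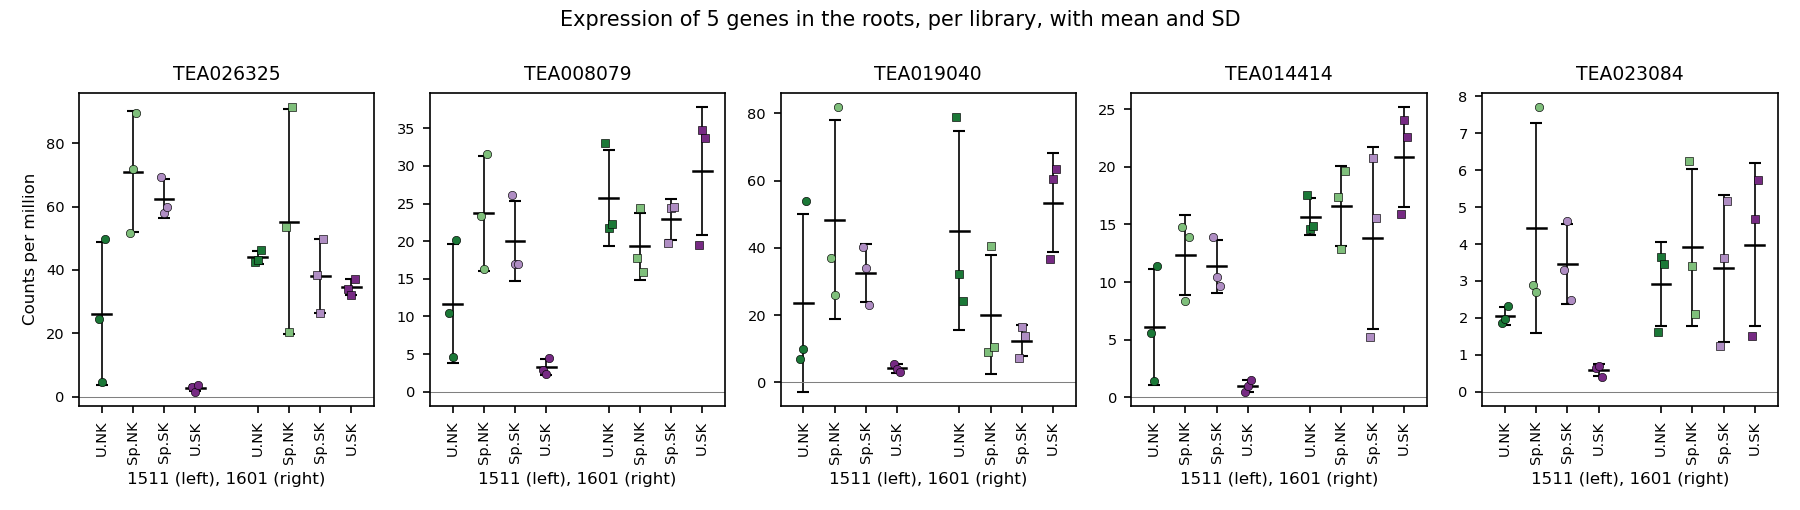
CPM of the 5 genes in each library (points), with the group mean (wide line) and SD (bar, n = 3 libraries), for “1511” on the left and “1601” on the right of each panel. In “1511”, TEA026325 ranges from a mean of 2.74 on U.SK to 71 on Sp.NK. The bar of TEA019040 on U.NK of “1511” (23.6 ± 26.4) reaches below 0 because its SD is larger than its mean.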

The expression levels of all these genes were higher in K heterogeneous than in K homogeneous conditions only for “1511”. Genes (TEA026325, TEA008079, TEA19040) that are responsible for converting cellulose into D-glucose also had higher expression levels in “1511” than in “1601” under heterogeneous K conditions (Figure 8).

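Over both sides of the heterogeneous treatment, the log2 difference of “1511” from “1601” was 0.54 for TEA026325 (standard error 0.369, edgeR adjusted p = 0.263), 0.05 for TEA008079 (0.264, adjusted p = 0.898) and 1.33 for TEA019040 (0.476, adjusted p = 0.0309). On Sp.NK alone it was 0.36, 0.30 and 1.27 (edgeR adjusted p = 0.67, 0.621 and 0.183), and on Sp.SK alone 0.71, -0.19 and 1.38 (edgeR adjusted p = 0.331, 0.733 and 0.133). Limma voom with quality weights called TEA026325 over both sides (0.71, adjusted p = 0.0191, the lowest of 8 alternatives that ranged up to 0.287). The call of TEA019040 held in 6 of the 12 fits that each left out a library, and was lost without Sp.NK replicate 3 (adjusted p = 0.101), Sp.SK replicate 1 (0.0594) or Sp.SK replicate 2 (0.0506) of “1511” and without Sp.NK replicate 1 (0.0773), Sp.NK replicate 3 (0.0768) or Sp.SK replicate 1 (0.075) of “1601”. The difference of TEA008079 changed direction with limma voom (-0.0551) and without Sp.NK replicate 3 (-0.0778) or Sp.SK replicate 1 (-0.0697) of “1511” or Sp.NK replicate 3 of “1601” (-0.0115). On Sp.SK, DESeq2 on the 6 libraries compared called TEA026325 (0.73, adjusted p = 0.0306) and TEA019040 (1.40, adjusted p = 0.000427). On log2(FPKM + 1), the mean of the 6 heterogeneous libraries was higher in “1511” than in “1601” by 0.66, 0.04 and 1.27 (exact permutation test, two-sided, p = 0.0779, 0.838 and 0.013), and the Benjamini-Hochberg values over the 5 genes of Fig. 8 were 0.195, 0.838 and 0.065. On U.SK the order was the opposite, with log2 differences of -3.64, -3.16 and -3.71 (edgeR adjusted p = 6.77e-05, 5.56e-06 and 0.000429). TEA026325 had mean FPKM values of 52.6 ± 14.5 (SD, n = 3) in “1511” and 40.4 ± 26.2 in “1601” on Sp.NK, and 46.1 ± 4.9 and 28 ± 8.6 on Sp.SK. For TEA019040 they were 18.3 ± 11.4 and 7.44 ± 6.53 on Sp.NK, and 12.2 ± 3.37 and 4.65 ± 1.72 on Sp.SK. Over all genes, 9055 differed between the genotypes on Sp.NK and 10477 on Sp.SK, with 4415 and 5197 of them higher in “1511”.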

Through genome annotation and differential gene analysis, a total of 1445 candidate genes were screened, which were linked to the K tolerance. Among these genes, there were 252 (17.44%) newly discovered genes. 

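The low-K responsive genes of both genotypes together were 2786, all of them from “1511”. The rule by which candidate genes were screened is not spelled out in the paper's text, and the genes called in either genotype between U.SK and U.NK were taken. DESeq2 on the 6 libraries compared gave 1420 genes in either genotype, and edgeR with at least 10 counts in every library gave 2101. Limma voom with quality weights gave the highest number, 13511, and edgeR on the 12 libraries of each genotype or on only the libraries compared gave 0 (6831 and 4581 genes in “1511” at an unadjusted p-value under 0.05).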

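Newly assembled genes were 433 of these 2786, or 15.54%, against 27.76% of all genes tested. The share fell to 10.75% without U.SK replicate 1 of “1511” and was highest at 17.4% without U.SK replicate 3, among the fits that each left out a library. It was 12.61% with at least 10 counts in every library, 17.61% with DESeq2 on the libraries compared (250 genes), and 23.2% with limma voom. These genes have no annotated coding sequence.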

Based on the comparison of reference genome, 1185 SNP loci were found in the candidate genes (82.01%). Among the 1185 SNP loci, 46.24% had an impact on the expression product, of which the variation of nine loci (0.76%) had a high impact on the expression product, which will be focused on in the future. The relevant information of the potential molecular markers of K tolerance for tea plants is shown in Supplementary Table S2.

## 3. Discussion

Plant root systems can sense changes in the availability of soil nutrients and then adapt to these changes through root morphological plasticity [26]. Previous studies have found that root plasticity, which is generally manifested by increasing root growth in K-enriched patches and decreasing root growth in K-deficient patches, plays an important role in adapting to heterogeneity in K availability in various plants [10,27,28]. In this study, the low-K tolerant genotype “1511” effectively increased the root growth on the K-enriched side throughout the year, but the low-K intolerant genotype “1601” lacked this ability; our data thus add to the literature that the morphological plasticity is strongly related to the tolerance of plants to the nutrient in short supply. The expression of root morphology depends on the plant nutritional status and perception of local nutrients, so as to make better use of the nutrients with heterogeneous distributions in the soils [4]. The abilities of roots to locate nutrients depends on plant genotypes [19]. The distribution of more roots on the K-enriched side is conducive to the efficient acquisition of K resources for “1511”. There is a higher total root length of “1511” in Sp.K+ than in U.K+, while the total root length of “1511” in Sp.K0 did not change significantly as compared with U.K0. Roots can sense local nutrient changes and integrate these local signals into the system signal system [29]. The heterogeneous K distribution promoted the root developments on the K-enriched side in “1511”, suggesting that the root morphological plasticity of “1511” was likely caused by the active foraging behavior of roots on the K-enriched side that was stimulated by the low-K signal from the Sp.K0 side. 

Compared with nitrogen and phosphorus, potassium has unique characteristics in plants. Potassium mainly exists in an ionic state and does not form organic compounds in plants. Therefore, compared with the major nutrient nitrogen and phosphorus, potassium is relatively active and easy to flow, and can be rapidly redistributed in plants [30]. Under such circumstances, it is possible for the K absorbed by roots in the Sp.K+ side to be transported to roots in the Sp.K0 side, which resulted in a higher K concentration in roots on the Sp.K0 side than that on the U.K0 side in both genotypes. Root growth needs material consumption and results in better nutrient absorption. The whole plant system weighs the relationship between material loss and nutrient uptake. This trade-off ability determines its adaptability to the nutrient environment to a certain extent [20]. In February, May and November, the low-K tolerant genotype “1511” preferred to promote the root growth in the Sp.K+ side rather than in the Sp.K0 side. However, there was no significant difference in the root growth between the Sp.K+ and Sp.K0 side for the low-K intolerant tea genotype “1601”. This suggested that the low-K tolerant genotype “1511” might better balance the relationship between the material consumption and nutrient absorption. In addition, the carbon consumption is relatively low during the fine root formation, which helps to maintain high K absorption efficiency [31,32]. The fine root (<1 mm) length was higher in Sp.K+ than in U.K+ throughout the study for “1511”, but this did not happen in “1601”. Those might be important reasons for the high K efficiency of the low-K tolerant genotype “1511” under spatial K heterogeneity.

Through the release of root exudates to increase the solubility of nutrients, plants effectively adapt to the poor soil nutrition environment [33,34]. For example, low-K signal can promote the secretions of organic acids by roots and improve K availability in soils [33,34]. This study found that the secretion of organic acids from the roots of tea plants helped to improve soil K availability. There were great differences between the secretion amounts of organic acids from roots induced by homogeneous (U.K0) and heterogeneous (Sp.K0) low-K signals. Low-K signals stimulate roots to secrete organic acids, which consume a lot of carbon and energy [35]. K is required for carbon and energy consumption [36]. The Sp.K0 side had both low-K signal and K supplements as material energy support from the Sp.K+ side. Therefore, in this study, the heterogeneous low-K signal (Sp.K0) could stimulate roots to secrete organic acids more than the homogeneous low-K signal (U.K0), especially for the low-K tolerant genotype. In addition, the low-K signal stimulates roots to secrete organic acids in order to improve the effectiveness of K. It will cause a waste of material and energy when large amounts of organic acids are secreted in the K-rich patches [37]. In this study, root organic acid secretion in the low-K tolerant genotype was more targeted than in the low-K intolerant genotype under K heterogeneity, resulting in more organic acids secreted in the Sp.K0 side rather than in the Sp.K+ side. 

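Between the 2 sides of the heterogeneous treatment, 0 genes were called in “1511”, and 1698 had an unadjusted p-value under 0.05, 4.78% of those tested. In “1601”, 478 genes were called, of which 466 were higher on Sp.NK, and 22 were left without Sp.SK replicate 1. In “1511”, the log2 difference of Sp.NK from Sp.SK was 0.18 for TEA026325, 0.24 for TEA008079 and 0.58 for TEA019040, with standard errors of 0.52, 0.374 and 0.66 (edgeR adjusted p = 0.997, 0.967 and 0.948). All 3 differences lay within the spread between replicates, and each fell below 0 without Sp.NK replicate 3 (-0.0188, -0.0128 and -0.0378). Of all genes, DESeq2 on the 6 libraries called 5 between the sides of “1511”, and limma voom 0.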

In the low-K tolerant genotype, a series of genes involved in the decomposition of cellulose to glucose were highly expressed under K heterogeneity, especially on the Sp.NK side, with expression levels higher than that of the low-K intolerant genotype. The degradation of root cellulose makes the root cell wall soft, which is conducive to the rearrangement and growth of root cells [38,39,40]. 

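On Sp.NK of “1511”, against U.NK, the log2 change was 1.44 for TEA026325 (standard error 0.533), 1.02 for TEA008079 (0.38) and 1.04 for TEA019040 (0.668), with edgeR adjusted p-values of 0.104, 0.106 and 0.341. For TEA014414 and TEA023084 it was 1.02 and 1.12 (edgeR adjusted p = 0.207 and 0.205). Without U.NK replicate 3, TEA026325, TEA008079, TEA019040 and TEA014414 passed the threshold (log2 changes of 2.29, 1.66, 2.53 and 1.82, edgeR adjusted p = 0.0114, 0.00785, 0.0156 and 0.0234). That fit keeps U.NK replicate 2, which lay near the U.SK libraries of “1511”. Over all genes, 6121 were called between Sp.NK and U.NK without U.NK replicate 3, and 23 without U.NK replicate 2. The same 4 genes passed the threshold with limma voom and quality weights (adjusted p = 0.00281, 0.000887, 0.000433 and 0.00257), and TEA026325 with the replicate number as a term (edgeR adjusted p = 0.0389). With the quality weights, U.NK of “1511” rested mostly on replicate 1 (weight 11.1). Of the 24 tested family 9 genes, 1 was higher on Sp.NK than on U.NK, as were 2 of 37 in family 1 and 2 of 22 in family 3, while 2 of family 1 were lower.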

The K heterogeneity induced the expression of cellulose decomposition genes in the roots of “1511” on the Sp.NK side. This might be an important reason for promoting the root growth of “1511” on this side. In addition, glucose is one of the main sugar sources in plants; glucose can promote root development [41,42]. For “1511”, a series of genes that are involved in the decomposition of cellulose to glucose and the transformation of starch and glycogen to ADP-glucose were highly expressed, as induced by K heterogeneity; those genes likely have promoted the growth of the root of “1511”.

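Against U.SK, the log2 change on Sp.SK in “1511” was 4.50 for TEA026325, 2.61 for TEA008079, 2.99 for TEA019040, 3.47 for TEA014414 and 2.58 for TEA023084 (edgeR adjusted p = 0.000173, 0.00034, 0.00554, 0.000559 and 0.00524). From U.NK to U.SK it fell by 3.25, 1.84, 2.53, 2.58 and 1.83 (edgeR adjusted p = 0.00485, 0.011, 0.0394, 0.0126 and 0.0833), with TEA023084 not called. Of these calls, TEA008079, TEA019040 and TEA014414 were lost without U.NK replicate 3 (adjusted p = 0.132, 0.513 and 0.139) or U.SK replicate 1 (0.0629, 0.105 and 0.0794), TEA008079 and TEA019040 without U.SK replicate 2 (0.0507 and 0.111) and TEA019040 without U.SK replicate 3 (0.0887). All 4 low-K calls, that of TEA026325 included, were lost with edgeR on the 12 libraries of “1511” (adjusted p = 0.082, 0.0987, 0.111 and 0.0949) and on the 6 libraries compared (0.277 to 0.281). The call of TEA019040 was also lost with limma voom (log2 change -0.81, adjusted p = 0.419) and with the replicate number as a term (0.0683), while DESeq2 on the 6 libraries called TEA023084 (0.0219). In “1601”, the Sp.SK to U.SK changes were 0.15, -0.36, -2.11, -0.59 and -0.25, and none passed the threshold (lowest edgeR adjusted p = 0.0694, TEA019040). Of the tested genes with the same domains, 12 of 24 in glycosyl hydrolase family 9, 14 of 37 in family 1 and 7 of 22 in family 3 were higher on Sp.SK than on U.SK in “1511”, and 0, 1 and 3 were lower. In “1601”, 1, 1 and 0 were higher and 0, 4 and 3 lower. The paper cites earlier work for a softer root cell wall after cellulose breakdown and for an effect of glucose on root development. From these and from the expression of the genes in “1511”, it proposes that they likely promoted the root growth of this genotype. It also reports real-time PCR of cellulose decomposition genes, with a positive correlation to total root length. Those values were not analysed here.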

Previous studies on other plants showed that the root K foraging strategies mainly included morphological remodeling, physiological regulation and gene regulation, which were coordinated with each other [20]. There are obvious differences in coordination among different plants. Some studies believe that the above differences mainly depend on the root diameters [23]. In this study, the low-K tolerant tea genotype developed a perfect coordination mechanism (Figure 9), which included developing more roots on the K-enriched side (Sp.K+) to improve K acquisition, secrete more organic acids by roots to increase soil K solubility on the K-deficient side (Sp.K0), and the cellulose decomposition genes expressed on the K-enriched side to promote the root proliferation. In order to confirm this statement, we conducted a real time PCR on three genes involved in cellulose decomposition, and found that the results of the real time PCR were significantly positively correlated with the total root length (Supplementary Figure S4). The coordination among root K foraging strategies for tea plants was similar to that for *Arabidopsis*, which relied on root morphological remodeling and physiological regulation at the same time [10,43]. However, the gene regulations of tea plants focused on the root morphological remodeling. The coordination of tea plant was very different from those of *Triticum aestivum*, *Zea mays* and *Glycine max*, which mainly relied on one K foraging strategy (root morphological remodeling, physiological regulation or gene regulation) [19,20]. This seemed to be related to the coexistence of fine and thick roots in tea plants.

K transporters and channels are critical in the K^+^ absorption and translocation in plants [30]. In our study, a K transport related gene (TEA016242) was significantly up-regulated in “1511”, while there was no K transport related gene up-regulated in “1601” under K stress. 

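TEA016242 lies on scaffold 411 from 4381137 to 4391094, on the plus strand, with 10 exons, and the tables list a membrane transport protein domain for it. In “1511”, it was at 36.6 ± 7.37 CPM (SD, n = 3) on U.NK and 64.1 ± 4.65 on U.SK, a log2 change of 0.81 (standard error 0.237, edgeR adjusted p = 0.0411). In “1601”, it was at 21.1 ± 2.68 and 20.4 ± 0.794 CPM, a log2 change of -0.05 (standard error 0.239, edgeR adjusted p = 1). The change differed between the genotypes by 0.86 (edgeR adjusted p = 0.213), and was called with limma voom (adjusted p = 0.00992) and DESeq2 on the libraries compared (0.0356) among 8 alternatives that ranged up to 0.26. The call in “1511” was lost when U.NK replicate 1, U.NK replicate 3, U.SK replicate 1, U.SK replicate 2 or U.SK replicate 3 was left out (adjusted p = 0.104, 0.251, 0.154, 0.0784 and 0.0602). It was also lost with no filter on low counts (0.0502), with the 12 libraries of “1511” alone (0.0953) and with the 6 libraries compared (0.277, the highest of all). Of the 33 tested genes whose domain description names a potassium transporter or channel, a set that does not include TEA016242, 0 were higher and 4 lower on U.SK in “1511”, with 3 higher and 7 lower at an unadjusted p-value under 0.05. Adjusted over the list alone, 1 was higher and 6 were lower. In “1601”, 0 of the 33 changed, with 0 at an unadjusted p-value under 0.05 and 0 adjusted over the list alone.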

Meanwhile, the leaf and root K concentrations were significantly higher in “1511” than those in “1601”. Therefore, for K absorption, the molecular and physiological results were consistent under K stress. When plants are stressed by K deficiency, ROS will be produced in large quantities. SOD is the first defense line to remove ROS in plant cells [44]. 

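TEA008360 lies on scaffold 23267 from 106185 to 110881, on the minus strand, with 7 exons, and encodes an iron/manganese superoxide dismutase (SOD). In “1511”, its level was 3.1 ± 0.523 CPM (SD, n = 3) on U.NK and 8.1 ± 3.62 on U.SK, a log2 change of 1.39 (standard error 0.323, edgeR adjusted p = 0.0133). In “1601”, it was 2.95 ± 0.326 and 2.76 ± 0.871 CPM, a log2 change of -0.11 (standard error 0.33, edgeR adjusted p = 1). The difference between these changes was 1.5 (edgeR adjusted p = 0.119), and was called with limma voom alone (adjusted p = 0.0107) among 8 alternatives that ranged up to 0.212. In “1511”, the adjusted p-value was 0.106 without U.NK replicate 3 and 0.059 without U.SK replicate 3, and the log2 change without the latter was 0.95. With the 12 libraries of “1511” alone it was 0.0966, and with the 6 libraries compared 0.277, the highest of the alternatives. TEA008360 was the only 1 of the 12 tested SOD genes called between U.SK and U.NK in “1511”, and 0 were called in “1601” (1 lower at an unadjusted p-value under 0.05). Adjusted over the list alone, 1 was higher and 1 lower in “1511”.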

In this study, an SOD gene (TEA008360) was significantly up-regulated only in “1511” under K stress. For “1601”, no genes related to antioxidation were found under K stress. 

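The tables describe 29 tested genes as superoxide dismutases, catalases, peroxidases of ascorbate or glutathione, peroxiredoxins or reductases of glutathione or dehydroascorbate. In “1601”, 0 of them were called between U.SK and U.NK, with 0 higher and 1 lower at an unadjusted p-value under 0.05, and 0 adjusted over the list alone. Their median log2 change there was -0.003 and ranged from -0.57 to 0.71. In “1511”, TEA013817 and TEA008360 were higher and TEA030436 and TEA030430 lower on U.SK, and 2 were higher and 4 lower adjusted over the list alone. The number of genes called in “1511” was not tested against that in “1601”.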

Meanwhile, the activity of SOD was significantly higher in “1511” than that in “1601” when both roots were stressed by K limitation. Therefore, for the antioxidation process, the molecular and physiological results were also consistent under K stress.

This study revealed how tea plants improve their absorption of K under heterogenous K supply through a root foraging strategy. We concluded the low-K tolerant tea genotype acclimated to soil K heterogeneity through its root foraging strategies, including remodeling of root morphology (more fine roots) and effective soil K solubilization by root exudates. The high expression of genes that decomposed cellulose to glucose in roots may be an important mechanism for promoting root proliferation on the K-enriched side. Although the root system of the clonal tea plant has poor geotropism, this does not affect their root foraging for soil K. This research provides a better understanding of root strategies to soil nutrient heterogeneity of woody plants with a different tolerance to low K availability. In the absence of any help of soil microorganisms, soil chemistry and climate change will also have significant impacts on the K availability for the tea plants, while this study mainly focused on the role of strategic plants in improving soil K utilization. Therefore, tea farmers should also fully consider the impact of soil chemistry and climate change on soil nutrient availability.

## 4. Methods and Materials

### 4.1. Plant and Soil Materials

Among the 327 individuals of the F1 hybrid population produced from crossing Longjing 43 × Baihaozao, two tea genotypes, “1511” and “1601”, which had very different tolerance levels to low-K availability and root development, were identified. The “1511” was a tea genotype tolerant to low K availability with good root development, while “1601” was intolerant low K availability, with weak root development [16,21]. One-year-old tea cuttings of those two genotypes were used for this research employing multi-layer split-root boxes. The soil used in the multi-layer split-root box was collected from a tea garden in Meijiawu (30°11′26″ N, 120°4′58″ E), Hangzhou, Zhejiang province. The soil type was Orthic Anthrosols according to the Chinese Soil Taxonomy [45]. The soil physical and chemical properties were as follows: pH 4.8, organic matter content 34.7 g kg^−1^, alkaline hydrolysable N 66.4 mg kg^−1^, available K 72.6 mg kg^−1^, available P 69.2 mg kg^−1^, total N 4.7 g kg^−1^, soil texture was clay loam according to the international soil texture classification [46]. The collected soil samples were air-dried, passed through a 2 mm sieve and sterilized by γ-irradiation (>50 kGray) (Xiyue Radiation Technology Co., Ltd., Nanjing, China) before use.

### 4.2. Experiment on Soil Culture with Multi-Layer Split-Root Box

The spatial heterogeneity of K in soil was simulated by a multi-layer split-root box. The root box was 400 mm long, 160 mm wide, and 120 mm high. The root box was divided into two parts along the width side by a PVC plate to allow different K supplies in the chambers to be implemented. The root box was further divided into different microzones 20 mm wide using a 30 μm nylon net. The design of the root box was based on a previous study [47]. The split-root rhizobox is used to study the morphological, physiological and biochemical characteristics of roots. It can be used to study individual environmental factors (such as soil potassium). The plants growing in the split-root rhizobox are easy to master, and the growth conditions can be repeated. However, there are also some limitations, which can raise questions about the validity of the study. Therefore, field experiments will be carried out later to further verify the wide application of this study. In the multi-layer split-root system (Figure 1A), heterogeneous and homogeneous (uniform) K environments were simulated as follows (Figure 1B): (1) U.K+: both compartments had K fertilizer applied, (2) Sp.K+/K0: one compartment had K fertilizer applied, while the other did not, and (3) U.K0: both compartments had no K fertilizer applied. Each treatment included fifteen root boxes, which included three experimental replicates and five destructive sampling times. Twelve one-year-old tea seedlings were grown in each root box. In the U.K+ treatment, 0.745 g K, 1.665 g N, and 0.727 g P, applied as potassium sulphate, urea, and superphosphate, respectively, were added to each root box. In the U.K0 treatment, 1.665 g N and 0.727 g P were applied to each root box. In the Sp.K+/K0 treatment, 0.373 g K, 0.833 g N and 0.364 g P were applied to half of the root box, and 0.833 g N and 0.364 g P were applied to the other half of the root box [48]. At the beginning of the experiment, all fertilizers were mixed into the soil and put into the respective compartments of the root boxes. Each root box was filled with 9 kg of soil. The experiment started on 1 November 2018, and ended on 30 November 2019, conducted in a greenhouse in the Tea Research Institute, Chinese Academy of Agricultural Sciences, in Hangzhou, Zhejiang Province. Although it is a greenhouse, we opened the shelters around when the experiment on soil culture with multi-layer split-root box was carrying out. It was actually a greenhouse with light transmission, rain protection and wind ventilation. We did this to keep the temperature in the greenhouse roughly consistent with the outside world. The greenhouse temperatures during the growth period of the experiment were 12–18 °C (November (begin)), 5–9 °C (February), 17–26 °C (May), 25–33 °C (August) and 10–19 °C (November (end)), respectively.

### 4.3. Determinations of Soil K Contents, Root Morphology, and Plant K Contents

Soil samples were destructively collected five times, on 1 November 2018, 28 February 2019, 31 May 2019, 31 August 2019, and 30 November 2019. At each sampling, soil samples from different microzones were collected separately. For the 1 November 2018 sampling, fertilizers had been mixed into the soil without planting the tea plants. When collecting soil samples from root boxes with tea plants, tea plants were dug carefully from the soil and the soil on the roots was brushed away carefully. In the above process, the roots were not separated from the tea plant. The soil brushed away from the roots was mixed with the soil from the corresponding microzone. All twelve tea plants were collected from each root box at destructive harvesting. The collected soils were air-dried and passed through a 1 mm sieve for determining soil K content. For the determination of soil available K, the soil samples were extracted by 1 mol L^−1^ NH_4_OAc. Then the K concentration in the extracts was determined by a flame photometer (Model 425, Sherwood Scientific Ltd., Cambridge, UK). For the determination of slowly available K, the test soils were extracted by 1 mol L^−1^ hot HNO_3_ (120–130 °C). Then the K concentration in the extract was determined by the flame photometer described above [49]. The difference between the acid soluble K and available K is the slowly available K.

The roots were washed and scanned with a root scanner (EPSON Expression 1640XL, Seiko Epson Corp., Nagano, Japan), and then the scanned root images were analyzed with an image analysis system (WinRHIZO, Regent Instruments Inc., Quebec City, QC, Canada). After that, the root, stem, and leaf samples were dried in an oven at 80 °C for 48 h and were weighed. For the determination of K concentrations in plant samples, the dried plant samples were digested by H_2_SO_4_ and H_2_O_2_, and then the K in digested solutions was measured by the flame photometer described earlier. 

The K biological utilization index was calculated as follows [50]:

(1) $$K\;\mathrm{biological}\;\mathrm{utilization}\;\mathrm{index}=\mathrm{shoot}\;\mathrm{dry}\frac{\mathrm{weight}}{\mathrm{shoot}}K\;\mathrm{concentration}.$$

### 4.4. Root Exudate Collection and Soil K Solubilization Test

A micro root exudate collector [51] was embedded in the rhizosphere of the mini root box (Supplementary Figure S1). The mini root box used for the in-situ collection of root exudates was 100 mm long, 160 mm wide and 120 mm high. An annular hollow fiber sampler (Kuraray super fine filter 301, Kuraray Co., Ltd., Tokyo, Japan) connected with a syringe, which is called a root exudate collector, was preinstalled horizontally in the soil at the middle height of the mini root box (Supplementary Figure S1). Three root boxes (i.e., three replicates) were set up for each treatment, and each root box contained three tea plants. 

Soil solutions in root boxes without tea plants were also collected and treated as the background root exudation. According to different fertilization treatments, the soil solutions of these blank controls were labeled as blank (U.K+), blank (U.K0), blank (Sp.K+) and blank (Sp.K0). Due to the fertilization treatment differences, there were also differences between the blank soil solutions without tea plants. Thus, four blanks were used in this experiment. On the day before the collection of root exudates, the soil moisture in the root box was adjusted to 80% field capacity. Thus, more root exudates can be dissolved into the soil solution and collected by the annular hollow fiber sampler [51]. On the day the root exudates were collected, a 10 mL soil solution was collected with 100 kPa suction. Collections were conducted in November 2018, February 2019, May 2019, August 2019, and November 2019. We called the above process of adjusting soil moisture one day and collecting root exudates the next day one collection process. The collection process was repeated 15 times in the collection month. The collected soil solutions were freeze-dried and stored in a refrigerator at −20 °C for organic acid determination and a soil activation test. The organic acid content in the soil solution was determined by high-performance liquid chromatography (HPLC) measured at a wavelength of 210 nm [52].

In the soil K activation experiment, 1.0 g freeze-dried root exudates and 5.0 mL distilled water were added into a 2.5 g air-dried soil sample. In addition, the freeze-dried soil solutions collected from root boxes without tea plants were also used in the soil K activation experiment as the blank [53]. At the same time, blank control (CK, using distilled water) was also performed. The air-dried soils from the root boxes without receiving fertilizers were used in the soil K activation experiment. All treatments were replicated three times. The soil K activation experiment was carried out in a growth chamber, with the temperature set to 25 °C and the relative humidity at 70%. The water content in those soils used for the activation experiment was adjusted to 80% field capacity every day. After fifteen days of activation, the soil samples were collected and extracted by 1 mol L^−1^ NH_4_OAc. Then the available K concentration in the extracts was determined by the flame photometer described above [3]. The soil K activation ability of root exudates was evaluated by the soil available K content after the soil K activation experiment [54]:

(2) $$\mathrm{Soil}\;K\;\mathrm{activation}\;\mathrm{ability}\;={\;\mathrm{Available}\;K}_{Root\;exudate}-{\mathrm{Available}\;K}_{Blank}.$$

### 4.5. Culture Experiment with a Split-Root System

Because there were many interference factors in the soils, in order to better clarify the molecular adaptation mechanism of tea roots to K heterogeneity, a nutrient solution culture experiment with relatively few interference factors was performed as follows: one-year old tea cuttings were cultivated with the roots evenly planted on the two sides of the split root hydroponic box with a root canal. Three treatments were included to simulate the heterogeneous and homogeneous K environments as follows: (1) a homogeneous K condition (U.NK: both compartments had a K nutrient solution added); (2) a heterogeneous K condition (Sp.NK/Sp.SK: one compartment had a K nutrient solution added, while the other had a K starvation nutrient solution added); and (3) a homogeneous K starvation condition (U.SK: both compartments had a K starvation nutrient solution added). The K nutrient solution and K starvation nutrient solution contained 1 mM and 0 mM K_2_SO_4_, respectively. The composition of other nutrients in the hydroponic solution was as follows [54]: 1.0 mM NH_4_NO_3_, 0.035 mM CaH_4_O_4_P_2_, 0.67 mM MgSO_4_, 0.495 mM CaCl_2_, 0.035 mM Al_2_ (SO_4_)_3_·18H_2_O, 7.0 × 10^−3^ mM H_3_BO_4_, 1.0 × 10^−3^ mM MnSO_4_·H_2_O, 6.7 × 10^−4^ mM ZnSO_4_·7H_2_O, 1.3 × 10^−4^ mM CuSO_4_·5H_2_O, 4.7 × 10^−5^ mM (NH_4_)_6_Mo_7_O_24_·4H_2_O and 4.2 × 10^−3^ mM EDTA-FeNa. Before the treatments were imposed, the tea plants were first cultured in the K nutrient solution until fresh white roots had well developed; this process took 60 days. During the pre-culture period, the nutrient solutions were changed once a week. Then the three treatments were imposed for 5 d, during which time the nutrient solutions were changed once a day. At the end of the experiment, the roots on the two sides of the split root hydroponic box were collected separately, washed and quickly put into liquid nitrogen. The experiment was completed in a growth chamber in the greenhouse of the Tea Research Institute between 3 February 2019 and 8 April 2019. According to the previous research [55], the temperature of the growth chamber was 25 °C during the day and 22 °C at night. The relative humidity, day/night period and light intensity were 70%, 14/10 h and 200 mmol m^−2^ s^−1^, respectively. The nutrient solution in each split root hydroponic box was continuously ventilated by a pump. Three replicates were established for each treatment, with twelve tea plants included in each root box.

### 4.6. Transcriptome Analysis and qRT-PCR Verification

The collected root samples were ground with mortar in liquid nitrogen. The total RNA was extracted from roots with a TRIZOL reagent (Cat#15596-018, Life Technologies, Carlsbad, CA, USA), following the operating instructions from the manufacturer. The degradation and contamination of RNA were monitored on 1% agarose gel. The purity of RNA was checked by a NanoPhotometer^®^ spectrophotometer (NP80, IMPLEN, Inc., Munich, Germany). The RNA integrity was evaluated using RNA Nano 6000 Assay Kit of Bioanalyzer 2100 system (Agilent Technologies, Palo Alto, CA, USA) [9].

The construction of the cDNA library and the RNA sequencing were performed on the Illumina Hiseq (2500, Illumina, San Diego, CA, USA) following the operation manual. The raw data in fastq format (raw reading) were first processed by an internal Perl script. Specifically, clean data (clean read) were obtained by removing the adapter-containing read, aggregation-containing read and low-quality read from the original data. At the same time, the clean data of Q20, Q30, and GC were obtained. All downstream research used the cleaned high-quality data. The gene model annotation file and reference genome [56] were directly obtained from the genome website (http://tpia.teaplant.org/index.html accessed on 10 November 2021). The reference genome index was established and the paired-end clean reading accepted the alignment process with the reference genome in Histat 2v2.0.5. Genes with P-adj < 0.05 and |log_2_(FoldChange)| > 0 were defined as differentially expressed genes. The sets of the raw data and normalized expression data were deposited in the Gene Expression Omnibus (GSE198198) at the National Center for Biotechnology Information (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198198 accessed on 14 May 2022).

For the enrichment analysis of KEGG (Kyoto Encyclopedia of Genes and Genomes), the cluster analysis tool in R was used. The KEGG refers to a database resource that groups genes into categories according to cellular function and biological mechanisms from molecular level information, especially for large datasets established by genome sequencing and other high-throughput experimental techniques (http://www.genome.jp/kegg/ accessed on 28 November 2021). To better understand the responses of low-K up-regulated genes to K heterogeneity, the Sp.NK vs. U.NK up-regulated genes and Sp.SK vs. U.SK down-regulated genes shared with the low-K up-regulated genes were selected. Meanwhile, to better understand the responses of low-K down-regulated genes to K heterogeneity, the Sp.NK vs. U.NK down-regulated genes and Sp.SK vs. U.SK up-regulated genes shared with the low-K down-regulated genes were selected. The KEGG enrichment analysis was carried out for the above selected genes. Because the K signals from the two sides of the roots will affect each other, the KEGG comparison of the above genes can effectively identify the potential key genes for K heterogeneity.

To study the reliability and repeatability of transcriptome data, we randomly selected several genes from the two tea genotypes for real-time fluorescence quantitative polymerase chain reaction. The remaining RNA samples in the transcriptome analysis were used for RT-PCR analysis to ensure the reliability and repeatability of the results. The PCR primers were designed using the Primer 5 and DNAMAN software (Supplementary Table S1). According to the manufacturer’s instructions, in a reaction volume of 20 μL, a rapid quantitative reverse transcription kit (Tiangen, China) was used to synthesize the first strand gene, with a total of 800 ng of RNA as a template. The ABi7500 RT-PCR machine based on the SYBR Green reagent was used for a rapid qPCR test (Takara, Japan) in 20 μL reactions. The *GAPDH* was used as a reference gene for standardizing the expression of target genes [57]. The experiment was performed with three technical repetitions and three experimental replicates. To analyze the quantitative changes of genes, the relative differences were analyzed with the quantitative 2^−ΔΔCt^ method. RNA-seq data had a linear relationship with qRT–PCR (r^2^ = 0.76) (Supplementary Figure S2), which confirmed the reliability of the RNA-seq data.

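The RNA-seq side of this comparison was computed for the 20 genes of Supplementary Table S1, as log2 changes of Sp.SK against U.SK, Sp.NK against U.NK and U.SK against U.NK in both genotypes. The 120 values ran from -3.50 to 5.16, both for TEA010322 in “1511” (U.SK against U.NK and Sp.SK against U.SK), with a median of 0.12, and 63 of them were smaller than 1 in size. In “1511”, the median was -2.17 for U.SK against U.NK (18 of 20 genes called), 2.55 for Sp.SK against U.SK (19 called) and 0.96 for Sp.NK against U.NK (4 called). In “1601”, the medians were 0.13, -0.42 and 0.02. The qRT-PCR values were not analysed here, so the relation was not recomputed. The ratios of a gene share their U.SK or U.NK libraries, so the 120 values are not independent.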

### 4.7. Determinations of Antioxidant Enzyme Activities and Polyphenol Contents

The determination methods have also been added in the Methods as follows: in order to analyze the physiological responses of the two tea plant types when both were stressed by K limitation, a culture experiment was carried out as described by our previous study [16]. First, tea plants were grown in normal nutrition solution for four weeks. Second, half of the above tea plants were transferred to a nutrient solution without K_2_SO_4_ (i.e., K starvation treatment) (SK), while the other half was transferred to a nutrient solution with K_2_SO_4_ as a control (i.e., control treatment) (CK). The tea plants were grown in normal and SK for eight weeks and the shoot and root were collected separately to measure the antioxidant enzyme activities and polyphenol contents. The activities of SOD, POD and CAT were determined according to previous methods [58,59]. The procyanidin and total phenol contents were analyzed by the methods described by the previous research [60]. 

### 4.8. Statistical Analysis

For statistical analysis, Microsoft Excel (Microsoft Corporation, Redmond, WA) and SPSS Windows 18 edition (SPSS Incorporation, Chicago, IL, USA) were employed. A one-way analysis of variation (ANOVA) was used to analyze the treatment effects on the K biological utilization index, total root length, and solubilization of soil K by root exudates (available K). An independent sample *t*-test was performed to test the differences of the leaf, stem and root K concentrations between the two tea genotypes. Before the analyses of one-way ANOVA and independent sample *t*-test, the normality of distribution and homogeneity of variance were tested. Among all the data, only the data of stem K concentration did not meet the above assumptions. Therefore, the reciprocal of sine was used to transform the data, and then the difference of the transformed data was analyzed. The original data rather than the transformed data were reported in this paper. The analysis of the transcriptome data was carried out with the help of the Novomagic Analysis System (https://magic.novogene.com accessed on 17 November 2021). Origin 9.0 (Origin Inc., Chicago, IL, USA) was used for drawing the figures.

## Figures and Tables

**Figure 1:**
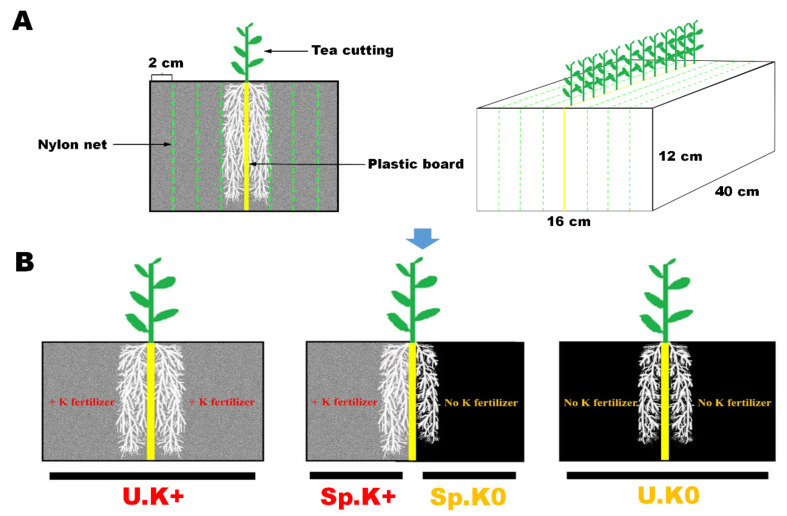
Multi-layer split-root box and treatments. Multi-layer split-root system (**A**). Treatments of heterogeneous and homogeneous K environments (**B**).

**Figure 2:**
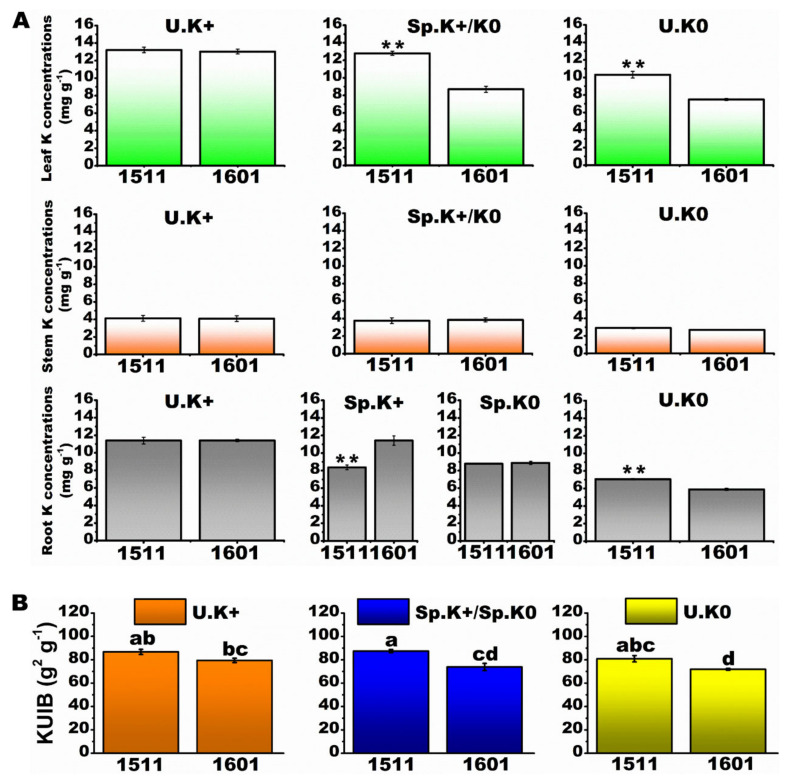
Growth of tea plants under heterogeneous and homogeneous K environments. K concentrations in different tissues under different treatments (**A**). K biological utilization indexes of tea plants under different treatments (**B**). Data are means ± SE (*n* = 3). Different letters represent significant differences at the level of *p* < 0.05. ** represents a highly significant difference between the two genotypes under *p* < 0.01.

**Figure 3:**
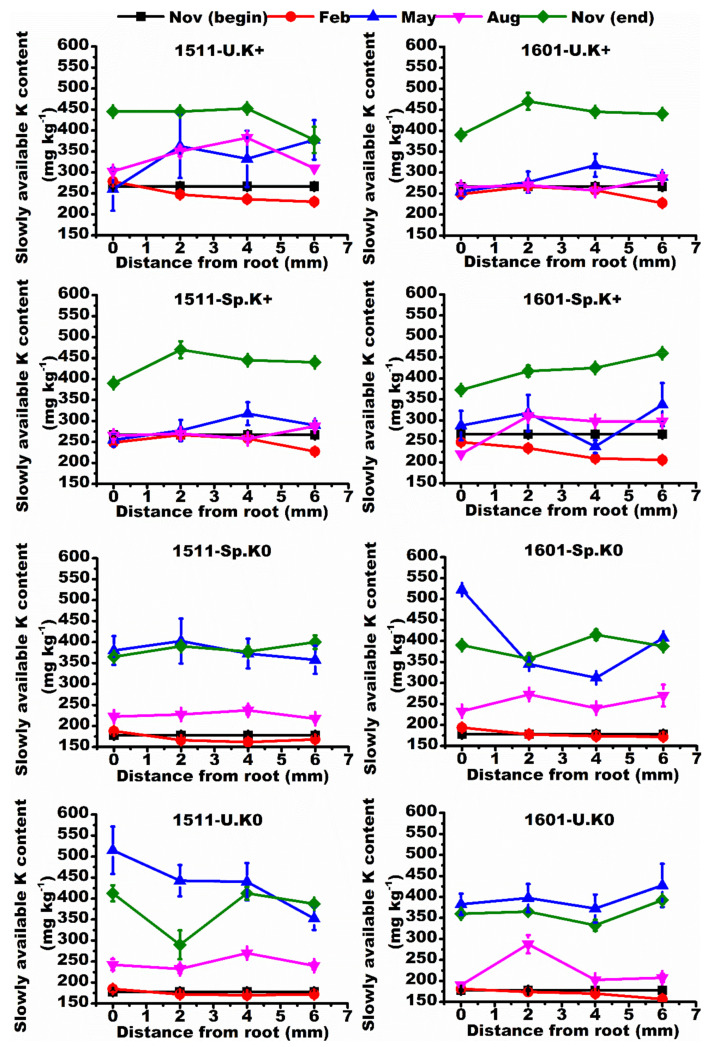
Spatiotemporal variations of slowly available K contents in soils. Different colored lines represent the spatial distribution of soil slowly available K in different months. Data are means ± SE (*n* = 3).

**Figure 4:**
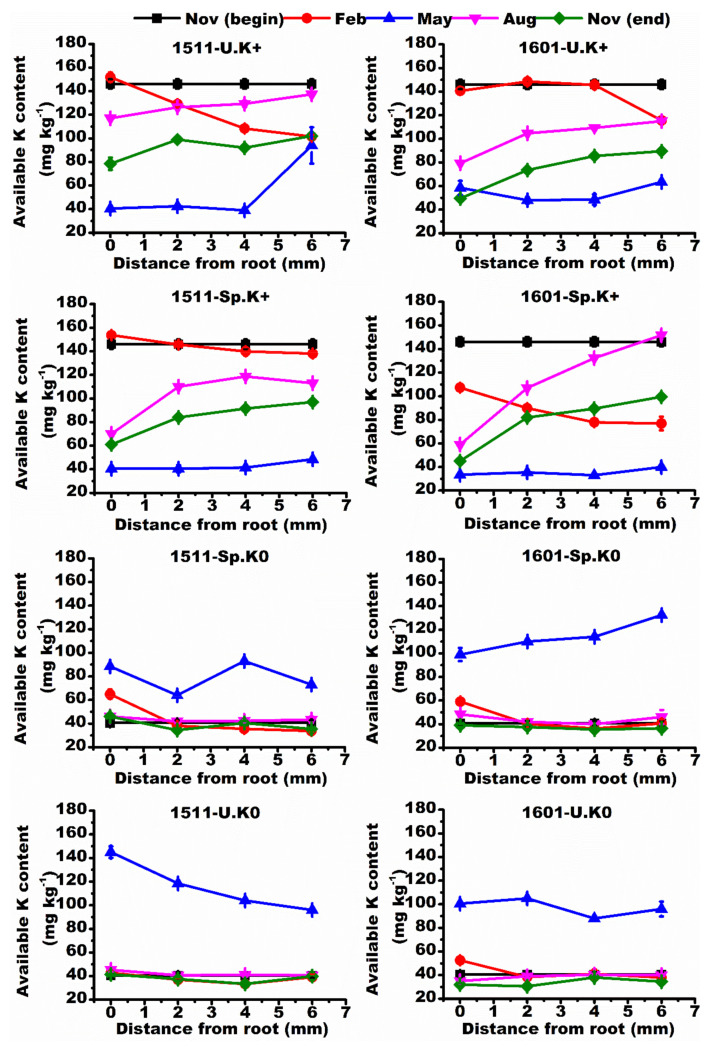
Spatiotemporal variations of available K contents in soils. Different colored lines represent the spatial distribution of soil slowly available K in different months. Data are means ± SE (*n* = 3).

**Figure 5:**
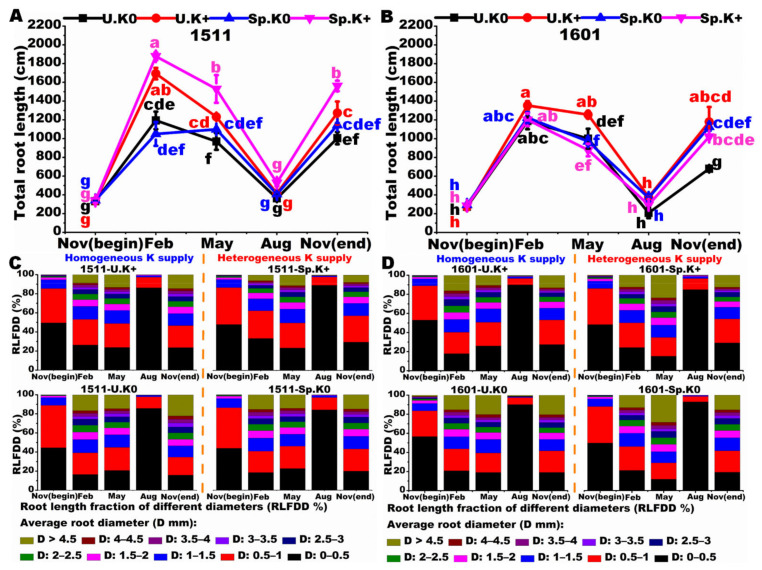
Temporal variations of total root length and root length fractions of tea plants. Temporal variation of total root length of genotype “1511” (**A**). Temporal variation of total root length of genotype “1601” (**B**). Root length fraction changes of each diameter of genotype “1511” (**C**). Root length fraction changes of each diameter of genotype “1601” (**D**). The letter colors were consistent with the representative colors of the treatments. Different letters represent significant differences at the level of *p* < 0.05. Data are means ± SE (*n* = 3).

**Figure 6:**
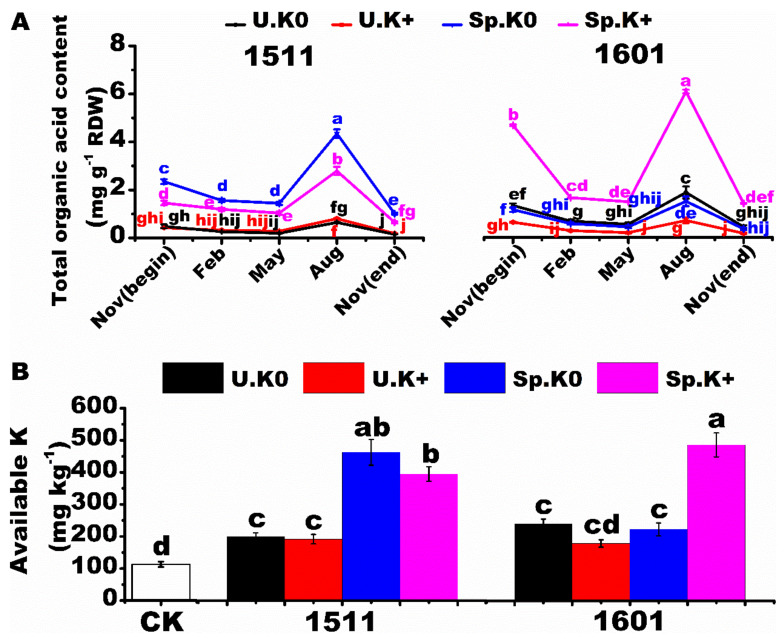
Temporal variations of organic acids in root exudates and solubilization of soil K by root exudates. Temporal variation of total organic acid content of root exudates (**A**). Solubilization of soil K by root exudates (**B**). CK treatment represents the soil without root exudates. U.K0, U.K+, Sp.K0 and Sp.K+ treatments represent the soils with root exudates collected from U.K0, U.K+, Sp.K0 and Sp.K+ treatments in the mini root boxes. The letter colors were consistent with the representative colors of the treatments. Data are means ± SE (*n* = 3). Different letters represent significant differences at the level of *p* < 0.05.

**Figure 7:**
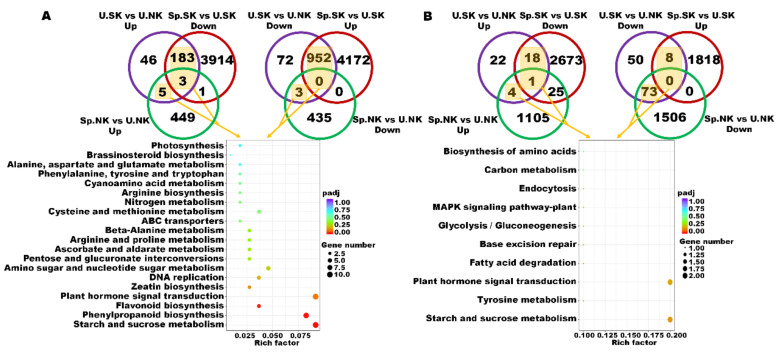
KEGG pathway enrichment analyses of the two tea plant genotypes in response to heterogeneous vs. homogeneous K environments. KEGG pathway enrichment analyses in genotype “1511” to acclimate to heterogeneous K supply (**A**). KEGG pathway enrichment analyses in genotype “1601” to acclimate to heterogeneous K supply. The key genes for KEGG pathway enrichment analyses were circled in the Venn diagrams (**B**).

**Figure 8:**
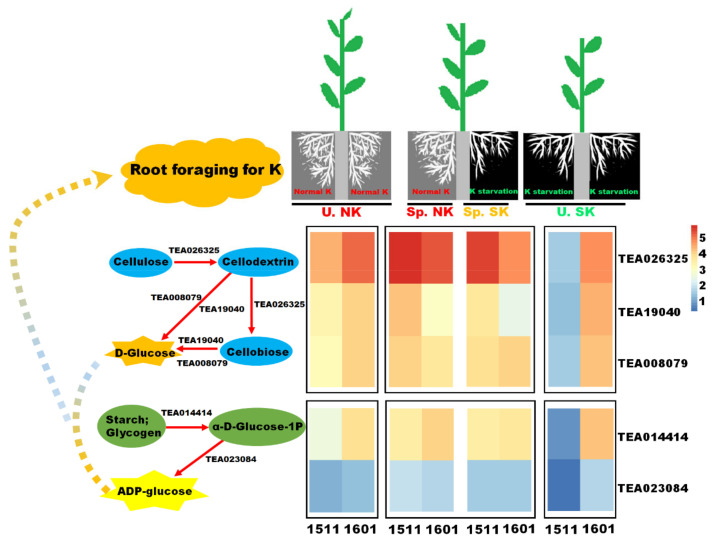
Relationships and expression patterns of the key genes enriched in the starch and sucrose metabolism pathway in heterogeneous vs. homogeneous K environments.

**Figure 9:**
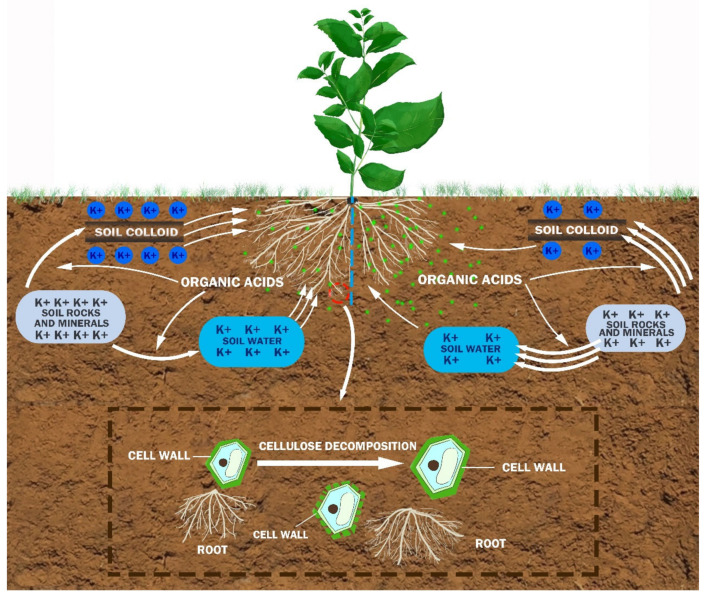
A conceptual diagram illustrating the foraging strategy of tea roots under K heterogeneity.

## Data Availability

Transcriptome sequencing data have been deposited in the National Center for Biotechnology Information (GSE198198). The other datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23158585/s1.

# Supplementary material for: Root Foraging Strategy Improves the Adaptability of Tea Plants (Camellia sinensis L.) to Soil Potassium Heterogeneity
**Source:** Int J Mol Sci. 2022 Aug 2;23(15):8585. doi: 10.3390/ijms23158585
**Supplement:** Supplementary file 1

*Supplementary Information for*

# **Root Foraging Strategy Improves the Adaptability of Tea Plants (*Camellia sinensis* L.) to Soil Potassium Heterogeneity**

**Li Ruan**<sup>1,2</sup>, **Hao Cheng**<sup>3</sup>, **Uwe Ludewig**<sup>4</sup>, **Jianwu Li**<sup>2,\*</sup> and **Scott X. Chang**<sup>2,5,\*</sup>

**Figure S1.** A device for collecting root exudates from tea plant roots. An aerial view of the device for collecting root exudates (**A**); Stereogram of the whole root exudate collection device (**B**).

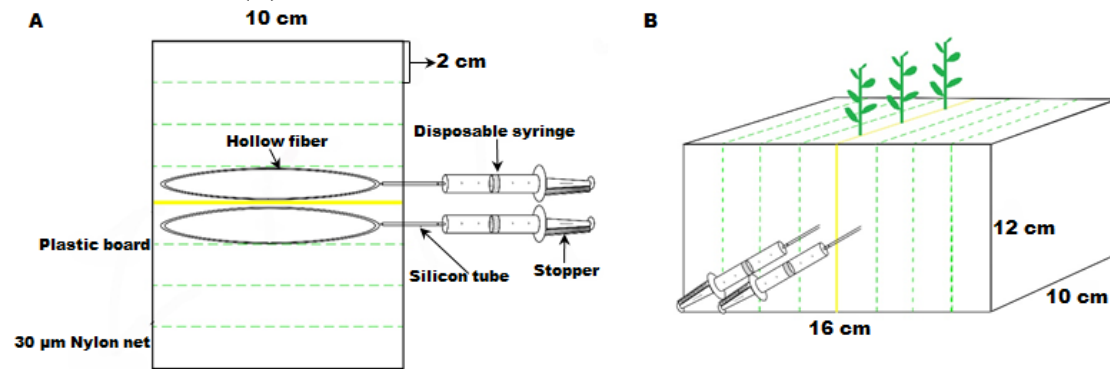

**Table S1.** Primers used in qRT-PCR experiments.

| Gene ID   | Forward 5'–3'           | Reverse 5'–3'          |
|-----------|-------------------------|------------------------|
| TEA007938 | GCTTTGGGGAGATGCTGA      | GAGTTTCCGACGAACGAC     |
| TEA028696 | ATCGTGAATCAGGTGGTATCT   | GCATCCCTCAACAAAACAG    |
| TEA006847 | AGGTGTTGCTTCCAAAATG     | TGGCGAATGAGTTCTGCTA    |
| TEA010322 | TAAACTATTACCCAAAATGCCC  | AGAAAACCGCCACGAAA      |
| TEA034003 | ATTACGGACATTGAGATACACTT | CACTCCATACTGAGAACCTTTG |
| TEA026325 | GGATGGGATGTCAAGTATGC    | TCTTCTGAGTGTTGCGAGTG   |
| TEA021599 | TTCCACGATTGCTTTGTTC     | TGGCAGCCTCTACCACTTC    |
| TEA019040 | CGCACTATGACCCACTCTTC    | TGTCCCTCAGTAAGTTCCATC  |
| TEA008079 | TTTGAACCCATCAGCGACT     | CGAAACTCCTTGTCCACGT    |
| TEA008459 | CCCTACAGCCATAGTTACCG '  | TGTTGTTTTCCACCTTAGCC   |
| TEA030958 | TCATCAACGCCAAGAACAC     | GGTCGAGAACAGGGAGGG     |
| TEA014414 | TCTTGGTCGTCTTGCTTCC     | CAGCCTTTATGTCTTCTCCAC  |
| TEA012890 | TTTCGTCAATGGGAGTGC      | CAGGTTCCACCAACGCTAT    |
| TEA025206 | GGTTGGTCTTGGTTCAGGG     | TCTAATGCGGGTTGCTCT     |
| TEA023936 | AATGGCTGTGACGGTTCTG     | CATCTTGCCGCCCTACTG     |
| TEA012804 | TGGCATCTCGCCCGTAAA      | CGCCCTTTCTCCCGCTCT     |
| TEA012891 | ATCTTCCCAGACCCACAAT     | AGCACCCTCAAAGCCAC      |
| TEA029495 | TCCTCGTCCGACCACTCT      | GGATTTTCACGGGTCTTG     |
| TEA023084 | TGGAGGAGCAGGGACTAAA     | TTGCTTATGCCACTGTTGAT   |
| TEA005755 | CTGTGAACAAAGCCATCTCC    | CACGGCATAGTTTATCCCTC   |

**Figure S2.** Verification of the transcript levels obtained from RNA-seq using the qRT-PCR approach. Correlation analysis of the gene expression levels obtained from RNA-seq and qRT-PCR. Values are the  $\log_2$  ratio (treatment / control) of gene expression. The ratios (treatment / control) were as follows: Sp.SK / U.SK, Sp.NK / U.NK, and U.SK / U.NK. All qRT-PCR assays were performed with three biological replicates.

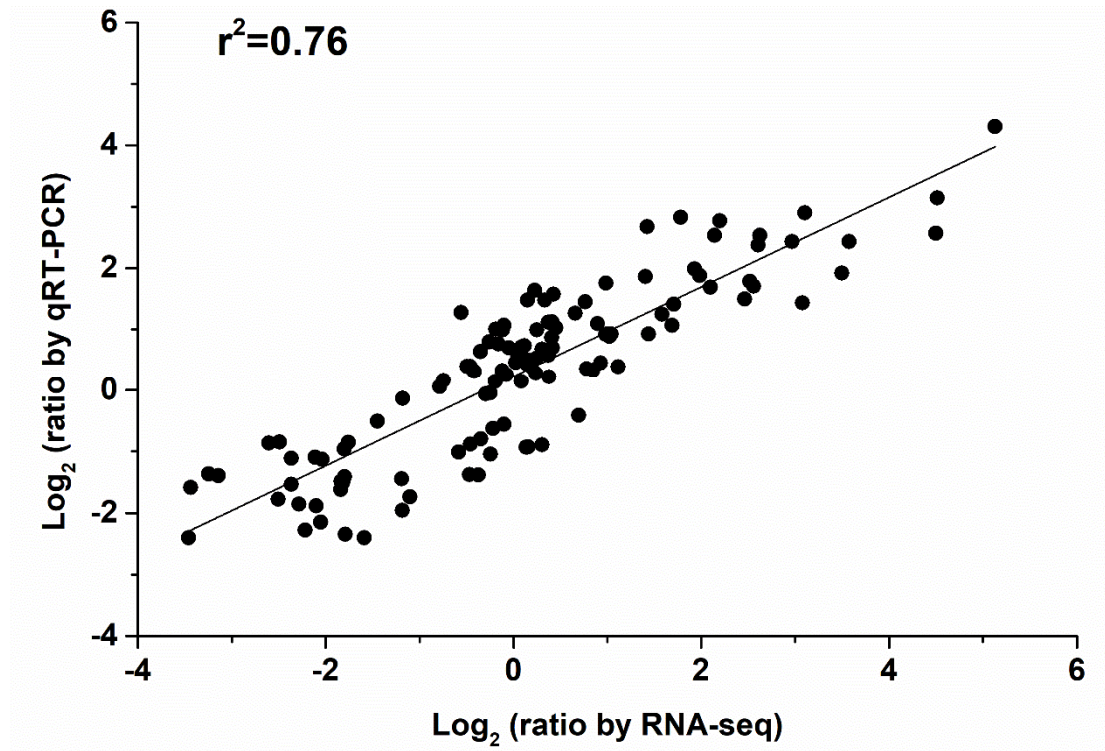

**Figure S3.** Temporal variations of organic acid contents of root exudates. Data are means  $\pm$  SE (n=3).

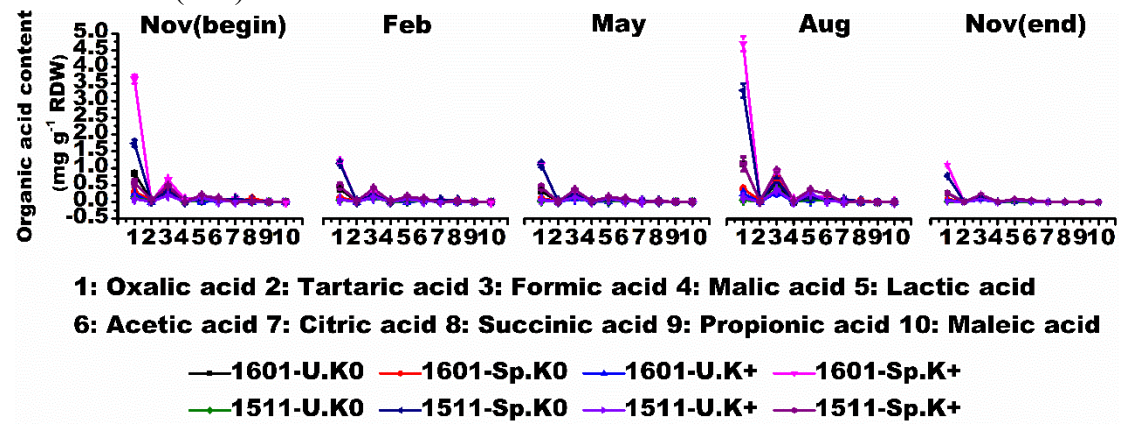

**Figure S4.** Relationship between cellulose decomposition gene expression and total root length.

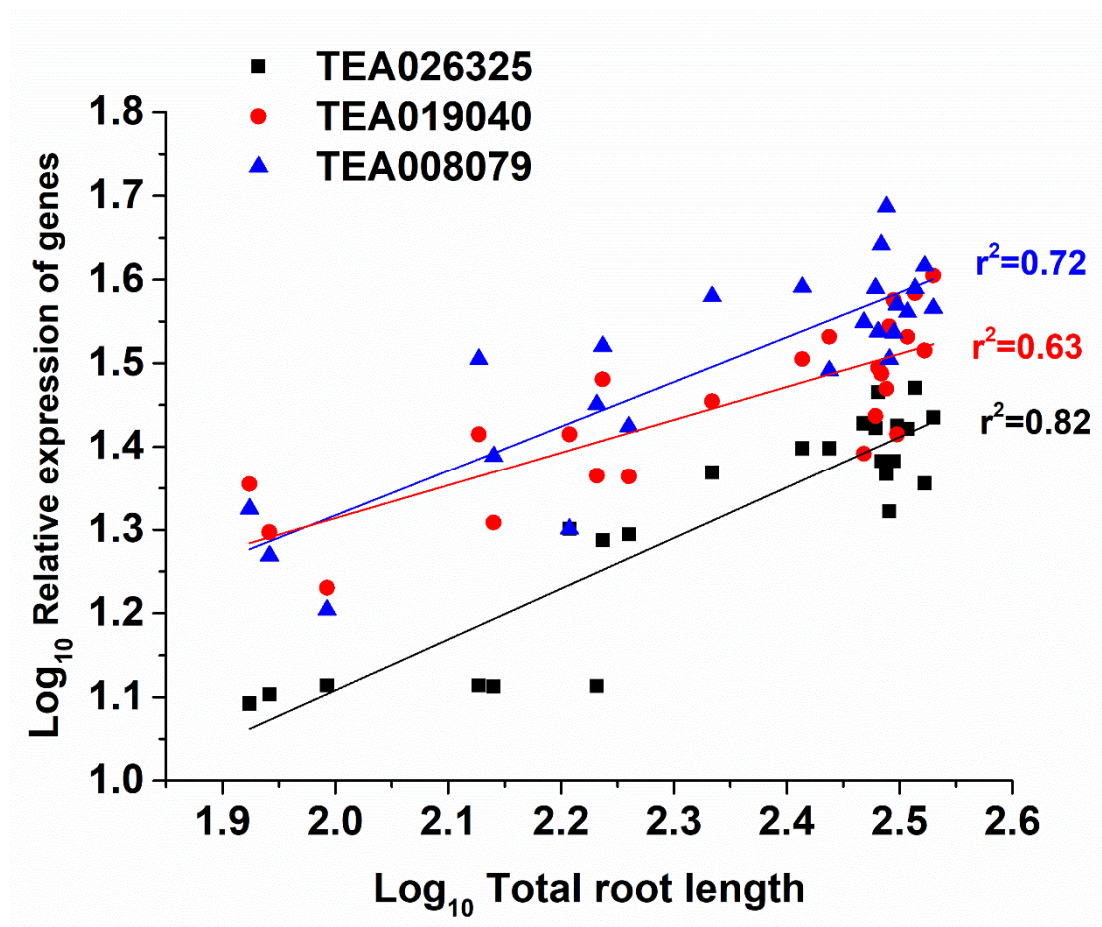

**Figure S5.** The activities of antioxidant enzymes and polyphenol contents in shoot (A) and root (B) systems of the two tea plant types when both were stressed by K limitation. Different letters represent significant differences at the level of  $p < 0.05$ .

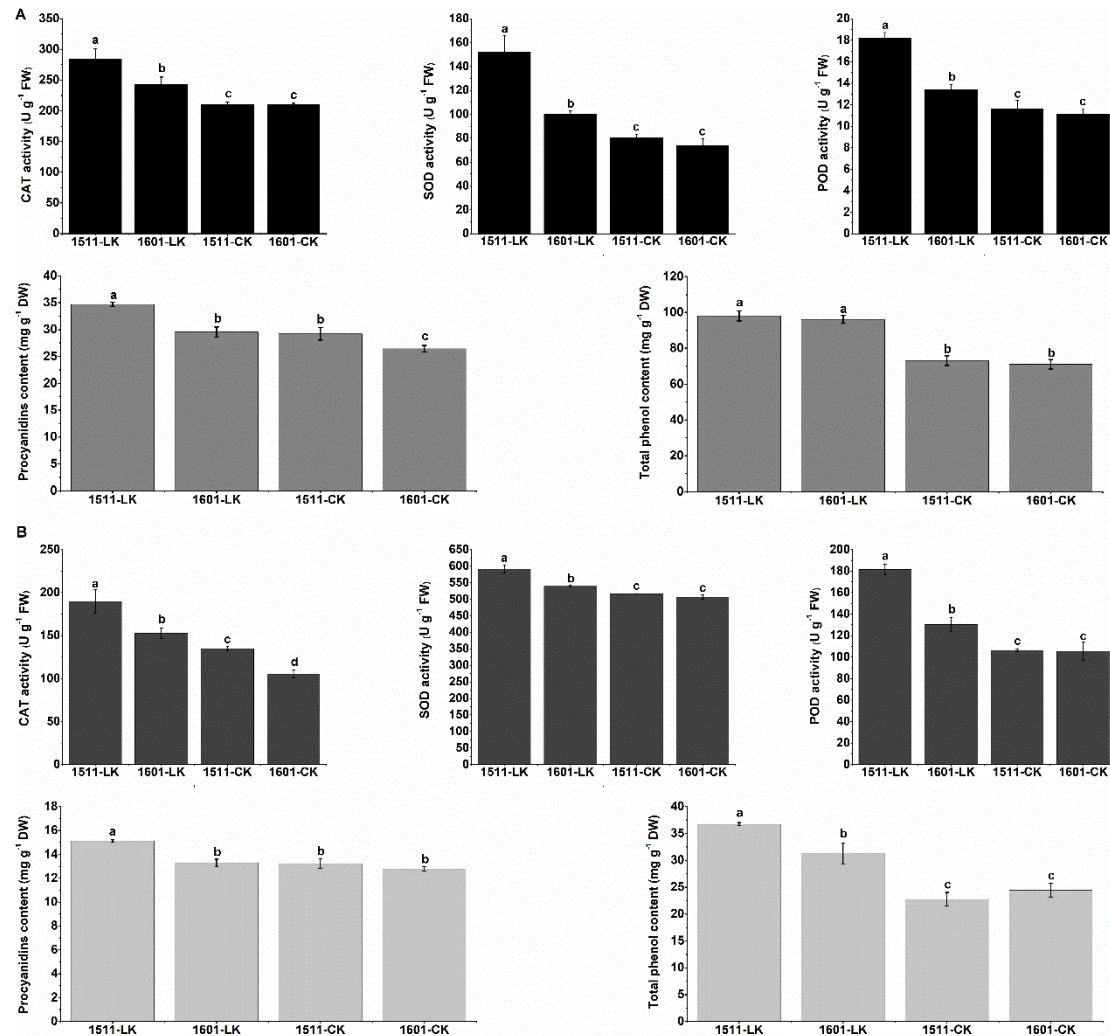

**Table S2.** Potential molecular markers of K tolerance for tea plants.

How the deposited data were processed for this re-analysis (not part of the article)

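The data are counts of RNA sequencing reads per gene from the roots of 2 tea genotypes, “1511” and “1601”, under 4 conditions (U.NK, Sp.NK, Sp.SK and U.SK) with 3 libraries each, 24 libraries in all. Sp.NK and Sp.SK are the sides of the same plants. The authors removed adapters and low-quality reads, aligned the reads with HISAT2 to the scaffold-level tea genome and its gene models, and added genes newly assembled from the reads with StringTie. The counts were deposited by the authors as whole numbers of reads per gene of each library, without normalization, and the paper's text does not name the program that counted them. The FPKM values were deposited by the authors beside the counts, and the paper's text does not say how they were made. In the check against the counts, each FPKM value was the count divided by the gene's length and by a single size per library, which was 0.8064 to 1.111 times the library's total and correlated with the TMM factors across libraries (r = 0.9907). Library labels were taken from the sample titles. No library was a copy of another (lowest chi-square per gene between replicates 9.957), and correlations between replicates ranged from 0.9228 to 0.9819.

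All tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Of 48505 genes, 3607 had no count, and edgeR's filterByExpr kept 35557, of which 9869 were newly assembled. Counts were normalized by TMM, 8 group means were fitted with glmQLFit on 24 libraries (16 residual degrees of freedom, against 4 for 3 libraries against 3), and each comparison was tested with glmQLFTest and adjusted by the Benjamini-Hochberg method over the genes tested. Genes were called at an adjusted p-value under 0.05 and a log2 fold change other than 0. The comparisons were U.SK with U.NK, Sp.SK with U.SK, Sp.NK with U.NK and Sp.NK with Sp.SK in each genotype, the first 3 of them as differences between the genotypes, and “1511” with “1601” on each side. For the genes of Fig. 8, the mean of both heterogeneous conditions was also compared with that of both homogeneous ones. The common biological coefficient of variation over all libraries was 0.2861. Because a fold change against a group with at most 3 counts per library depends on the fit, none is given for such genes.

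For single genes, log2(FPKM + 1) of 6 libraries against 6 was compared by an exact two-sided permutation test, whose smallest p-value is 0.00216. With 3 libraries against 3 it cannot go below 0.1, so it was not used there. The genes named are the 22 genes the paper names and, for low-K responses, the 2 genes that rose most and the 2 that fell most among the called genes with no overlap between U.NK and U.SK libraries and a mean of at least 1 CPM. In “1511” 1686 genes met this rule, and in “1601” none were called. Counting intervals are not given, because the spread between replicates is larger than the counting error at these depths for the genes named above the floor of 3 counts.

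Gene sets were 8 lists of words matched to Pfam descriptions, which 31558 genes carry (24481 of those tested), each tested by a one-sided Fisher's exact test. A further 3 lists of words also named genes of dividing cells, of wall loosening and of mature root, and the median change of each list was set against 10000 random lists of the same size matched on mean expression. The overlap between comparisons with shared libraries was set beside 12 simulations of groups without change. The tests were also tested on simulated data with 200 changed genes in otherwise unchanged libraries. There, edgeR on 24 libraries recovered 47.5% of the changed genes with 7 false calls among 102, edgeR on 6 libraries 32% with 5 among 69, DESeq2 on 6 libraries 58% with 74 among 190, and limma voom with quality weights 50.5% with 9 among 110. The simulated data gave each gene the same spread in all libraries, whereas the real spread differed between the genotypes. These rates therefore cannot rank the tests for the real libraries.

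The alternatives were DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every library, the replicate number as a term, newly assembled genes left out, limma voom with sample quality weights, the 12 libraries of a genotype alone, only the libraries compared (with edgeR or DESeq2), and each library left out in turn. For FPKM they were a pseudocount of 0.1, the mean of log2 values, and genes with a mean FPKM of at least 1, and for the gene sets all tested genes as background and the lists of the DESeq2 fits. All of these, and the word lists of the 8 sets, were set before the data were examined. Soil and plant measurements, KEGG pathways, SNP calls and qRT-PCR values were not analysed here. A table of reference gene names held 0 of the gene identifiers and was not used.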

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

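The tests of library size, abundant genes, genotype scores, the mature-root genes and the dividing-cell genes as lists were chosen, or the reading of their outcome was revised, only after the result was seen. The response to K differed between the genotypes in tests of the difference itself. The low-K response (U.SK against U.NK) differed in 160 genes, the Sp.SK to U.SK change in 4981 and the Sp.NK to U.NK change in 82 (edgeR, Benjamini-Hochberg adjustment). For the genes of Fig. 8, the change from homogeneous to heterogeneous conditions differed between “1511” and “1601” by 2.73 (TEA026325), 2.20 (TEA008079), 3.65 (TEA019040), 2.50 (TEA014414) and 1.77 (TEA023084) on the log2 scale.

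These differences were set beside 30 regroupings of the 12 libraries, drawn from the 200 that exchange libraries within each genotype. For the Sp.SK to U.SK change, 1 of the 30, the real grouping, gave as many genes (4981, the highest of the others 3585). For the low-K response, 3 of the 30, the real grouping included, gave as many (160, the highest of the others 2434), and for the Sp.NK to U.NK change 2 of the 30 (82, the highest of the others 119). Most of the other regroupings called no gene (24 for Sp.SK, 25 for low-K and 26 for Sp.NK). Regrouping reached counts as large as those of the low-K and Sp.NK differences in few draws, which leaves it open for them, and was not seen to reach that of the Sp.SK difference. Without U.NK replicate 2 of “1511”, the low-K difference was 3166 genes, and without U.NK replicate 2 of “1601” it was 13. The Sp.NK difference was 7 without U.NK replicate 1 and 917 without U.NK replicate 3 of “1511”, and the Sp.SK difference was 2820 without U.SK replicate 1 of “1511”.

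For the 5 genes of Fig. 8, which the study chose on these samples, much of the difference lies on U.SK. There, the 5 genes of Fig. 8 were lower in “1511” than in “1601” by log2 differences of -3.64, -3.16, -3.71, -4.35 and -2.79, whereas over both heterogeneous sides only TEA019040 differed (1.33, edgeR adjusted p = 0.0309). Several technical explanations of a change on U.SK in “1511” alone were tested. The U.SK libraries had the lowest median total of “1511” (15645916), but with all 24 libraries thinned to 13214833 counts, the smallest total, 10664 genes still differed between Sp.SK and U.SK in “1511”, against 11072 before, and 4635 between the genotypes, which argues against library size. A few genes that take most of the counts would lower all other genes by a single factor, and the U.SK libraries of “1511” did hold more of their counts in their own 100 most abundant genes (14.7% to 16.4%, against 11.34% to 12.55% on Sp.SK). But with the 100 most abundant genes over all libraries left out, 6132 genes were higher and 4900 lower on Sp.SK than on U.SK in “1511”, which a single factor cannot give. With a trend on gene length removed from each library, 11509 genes differed between Sp.SK and U.SK in “1511”, against 11072 before, and 5542 between the genotypes. On a score from 0 (“1601”) to 1 (“1511”), no library of “1511” was below 0.799 and no library of “1601” above 0.05, which leaves no library of the other genotype, and the U.SK libraries of “1511” scored 1.098 to 1.163.

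A change in which root parts were collected stays open. Genes described as histones, kinesins, cyclins or replication proteins (205 tested, 176 of them at 1 CPM or more, 0 shared with another list and 0 named by the study) had a median log2 change of 0.786 from U.SK to Sp.SK in “1511”, above all of 10000 random lists, and of -0.36 from U.NK to U.SK, below all of them. In “1601” the medians were 0.097 and -0.016. Their most abundant members hardly changed, with TEA002422 at 736 CPM on U.NK, 755 on U.SK and 686 on Sp.SK of “1511”, and TEA006782 at 536, 544 and 477. Wall loosening genes (77 tested, 62 at 1 CPM or more) had medians of 0.658 and -0.901 in “1511”, and -0.593 and -0.129 in “1601”, but their abundant members were divided. TEA025086 fell from 1140 CPM on U.NK to 64.8 on U.SK and was at 108 on Sp.SK. A newly assembled gene also fell on U.SK (20.7, 0.271 and 84.2). In contrast, TEA010004 (305, 322 and 126), TEA026209 (119, 126 and 124) and TEA022147 (452 on U.NK, 261 on Sp.SK and highest on U.SK) did not fall on U.SK. A trade of root tips for mature root would raise the mature-root genes on U.SK, and these (131 tested, 92 at 1 CPM or more) were lower there instead, with a median of 1.264 from U.SK to Sp.SK and -0.823 from U.NK to U.SK in “1511” (-0.19 and 0.09 in “1601”). Among them, TEA031033 went the other way (1240 CPM on U.NK, 2500 on U.SK and 926 on Sp.SK), and TEA020596 with the list (171, 36.4 and 58.1). In counts scaled to library size, fewer growing tips alone would also leave a larger share of mature root. The mature-root genes fell instead, with 78.6% of them lower on U.SK than on U.NK in “1511”. For these genes, that argues against fewer tips as the whole cause. A lowered expression in every root part stays open. With the dividing-cell score of each library in the model, 0 of the 11072 genes between Sp.SK and U.SK stayed called in “1511”, 9 of the 2786 low-K genes (10 called in all) and 510 of the 4981 genes for the difference between the genotypes (781 called in all). That model cannot tell whether tips are the whole cause. The score itself separates the U.SK libraries of “1511” from the others (-0.987 to -0.809, against -0.679 or more). A response to K starvation that differs between a tolerant and an intolerant genotype, as the design names it, also stays open, and was not tested apart from these.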

How the results depend on the processing

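With DESeq2's size factors in edgeR and with no filter on low counts, each of the 16 counts of genes stayed within 1.5 times its value. With the replicate number as a term, only the low-K difference between the genotypes moved, to 71 genes from 160. The labels do not say that libraries of the same number share a box, and correlations of equally numbered libraries ran from -0.29 to 0.493. With at least 10 counts in every library, that difference was 29 genes, and the genes between “1511” and “1601” were 3840 on Sp.NK (from 9055) and 5073 on Sp.SK (from 10477). With newly assembled genes left out, the latter were 5048 and 6012, where the smaller number of genes tested is a part of the setting.

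With limma voom and quality weights, the counts were 13463 for low-K in “1511” (from 2786), 70 for low-K in “1601” (from 0), 13511 in either genotype, 11222 for Sp.NK against U.NK in “1511” (from 1640), 4560 in “1601” (from 320), 12611 for Sp.SK against U.SK in “1601” (from 2424), 3063 between the sides in “1601” (from 478) and 16343 between the genotypes on Sp.SK. The differences between the genotypes were 9127 for low-K, 11337 for Sp.SK and 4801 for Sp.NK, and the genes responding to K heterogeneity 10745 in “1511” and 57 in “1601”. The weights ranged in “1511” from 0.26 (U.SK replicate 3) and 0.269 (U.NK replicate 2) to 11.1 (U.NK replicate 1), so that U.NK of “1511” rested mostly on a single library.

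With the 12 libraries of a genotype alone, 0 genes were called for low-K in “1511”, in either genotype, and for Sp.NK against U.NK in “1511” (6831 low-K and 6771 Sp.NK genes at an unadjusted p-value under 0.05, lowest edgeR adjusted p = 0.0815 and 0.0532), and 0 responded to K heterogeneity. The other counts that moved were 7314 for Sp.SK against U.SK in “1511” and 4264 in “1601”, 1339 for Sp.NK against U.NK in “1601” and 1053 between its sides. With edgeR on only the libraries compared, 0 genes were called for low-K in “1511” and in either genotype (4581 in “1511” unadjusted), for Sp.NK against U.NK in “1511” (5359), for the low-K difference between the genotypes (5022) and for K heterogeneity in “1511”. It gave 1116 genes for Sp.NK against U.NK in “1601”, 282 between its sides and 6 for the Sp.NK difference between the genotypes. For the comparisons within “1511”, both settings estimate its spread without “1601”. The biological coefficient of variation on U.NK and U.SK was 0.387 and 0.341 in “1511” and 0.176 and 0.191 in “1601”, so the fit on 24 libraries takes too small a spread for the homogeneous groups of “1511” and too large a spread for those of “1601”.

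With DESeq2 on only the libraries compared, the counts were 1261 for low-K in “1511”, 175 in “1601”, 1420 in either genotype, 894 for Sp.NK against U.NK in “1511” and 2716 in “1601”, 4542 for Sp.SK against U.SK in “1601”, 5 between the sides in “1511” and 1137 in “1601”. The differences between the genotypes were 827 for low-K and 650 for Sp.NK, and the genes responding to K heterogeneity 1144 in “1511” and 103 in “1601”. Apart from the cases explained above, the cause was not tested.

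Leaving out a library in turn gave from 293 (without U.NK replicate 3) to 6611 (without U.NK replicate 2) low-K genes in “1511” and in either genotype, and from 286 to 6054 genes responding to K heterogeneity without the same libraries. Low-K and K heterogeneity in “1601” ranged from 0 to 2 (without U.NK replicate 1). Sp.SK against U.SK ranged from 6349 (without U.SK replicate 1) to 11496 (without U.SK replicate 3) in “1511” and from 663 (without Sp.SK replicate 1) to 1958 (without Sp.SK replicate 3) in “1601”. Sp.NK against U.NK ranged from 1 (without U.NK replicate 1) to 6121 (without U.NK replicate 3) in “1511” and from 28 (without Sp.NK replicate 1) to 686 (without Sp.NK replicate 2) in “1601”. The sides gave 0 to 1 genes in “1511” (1 without Sp.NK replicate 1) and 22 (without Sp.SK replicate 1) to 528 (without Sp.NK replicate 3) in “1601”. The differences between the genotypes ranged from 13 (without U.NK replicate 2 of “1601”) to 3166 (without U.NK replicate 2 of “1511”) for low-K, from 2820 (without U.SK replicate 1 of “1511”) to 6154 (without U.SK replicate 3 of “1511”) for Sp.SK, and from 7 (without U.NK replicate 1 of “1511”) to 917 (without U.NK replicate 3 of “1511”) for Sp.NK. The genotypes differed in 7309 to 8341 genes on Sp.NK and 8462 to 9766 on Sp.SK. The share of newly assembled genes ranged from 10.75% (without U.SK replicate 1 of “1511”) to 17.4% (without U.SK replicate 3 of “1511”).

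The values for single genes that changed direction were all smaller than their standard errors in edgeR. For heterogeneous against homogeneous conditions in “1601”, TEA026325 went from 0.24 to -0.0536 with limma voom and to -0.0502 without Sp.NK replicate 3 (up to 0.44 without another library), and TEA023084 from 0.08 to -0.0648 without U.NK replicate 1, -0.17 without Sp.NK replicate 1, -0.15 without Sp.SK replicate 3 and -0.11 without U.SK replicate 1 (up to 0.27 without another). Between the genotypes on Sp.NK, TEA026325 went from 0.36 to -0.0319 without Sp.NK replicate 2 of “1601” (up to 0.94). Between the sides of “1511”, TEA026325, TEA008079 and TEA019040 went to -0.0188, -0.0128 and -0.0378 without Sp.NK replicate 3 (up to 0.37, 0.49 and 0.87 without another library). For low-K in “1601”, TEA016242 went from -0.05 to 0.00323 without U.NK replicate 1 and 0.0118 without U.NK replicate 2 (-0.15 at the lowest), and TEA008360 from -0.11 to 0.059 without U.SK replicate 2 (-0.38 at the lowest). Between the genotypes over both heterogeneous sides, TEA008079 went from 0.05 to -0.0551 with limma voom, -0.0778 without Sp.NK replicate 3 of “1511”, -0.0697 without Sp.SK replicate 1 of “1511” and -0.0115 without Sp.NK replicate 3 of “1601” (up to 0.17 without another library). The antioxidation set went from a surplus of 1.23-fold to 0.897-fold with the lists of the DESeq2 fits. Of all values for single genes and the newly assembled share, these included, 82 of 504 changed in the fits that each left out a library (56 weaker, 5 stronger, 6 moved, all of the share, and 15 in direction). The gene sets were not run with a library left out. With them included, 41 of 488 values changed under the other alternatives (19 weaker, 15 stronger, 4 moved and 3 in direction).

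The log2 difference between heterogeneous and homogeneous conditions in “1511” stayed past the threshold for each of the 5 genes of Fig. 8 in the 12 fits that each left out a library, from 2.74 to 3.39 for TEA026325, 1.64 to 2.13 for TEA008079, 1.71 to 2.76 for TEA019040, 2.03 to 2.65 for TEA014414 and 1.51 to 1.98 for TEA023084. For the gene sets, each of the 4 that passed in “1511” also passed with all tested genes as background and with the lists of the DESeq2 fits. Depth limits the genes with few reads. TEA023084 had 6 to 9 counts per library on U.SK of “1511”, and a newly assembled gene and TEA013364 at most 3 and 8 there. FPKM alternatives could not be given for genes whose mean FPKM is below 1 in the setting that asks for at least 1.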

Differences from the paper's values

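The paper gives 1445 candidate genes, and 2786 genes were low-K responsive in either genotype here. Of the alternatives set before the data were examined, 4 of 21 came within 1.5 times the paper's number, which were DESeq2 on only the libraries compared (1420), at least 10 counts in every library (2101), and the fits without U.NK replicate 1 (1520) and without U.SK replicate 2 (1459) of “1511”. DESeq2's size factors (2758), no filter on low counts (2480), the replicate number as a term (2517), newly assembled genes left out (2655), limma voom (13511), both edgeR fits on fewer groups (0) and the other fits without a library (293 to 6611) did not. The paper gives 252 newly assembled genes among them, against 433 here. DESeq2 on only the libraries compared (250), at least 10 counts in every library (265) and the fits without U.NK replicate 1 (194) or U.SK replicate 2 (197) of “1511” and without U.NK replicate 2 (375), U.NK replicate 3 (365), U.SK replicate 1 (374) or U.SK replicate 2 (366) of “1601” closed this gap. DESeq2's size factors (436), no filter (388), the replicate number as a term (382), limma voom (3134), both edgeR fits on fewer groups (0) and the other fits without a library (33 to 1133) did not.

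For “1511”, the paper's count of low-K responsive genes is about 1300 in Fig. 7, read by eye and added over its classes, against 2786 here. DESeq2 on the libraries compared (1261) and the fits without U.NK replicate 1 (1520) or U.SK replicate 2 (1459) closed the gap, and the other 12 of 15 alternatives did not. The paper's count for Sp.NK against U.NK in “1511” is about 900 in Fig. 7, read by eye, against 1640. DESeq2 on the libraries compared (894) and no filter on low counts (1192) closed it, and the other 13 of 15 did not. The paper's count of genes that respond to K heterogeneity in “1511” is about 1100 in Fig. 7, read by eye, against 2602. DESeq2 on the libraries compared (1144) and the fits without U.NK replicate 1 (1436) or U.SK replicate 2 (1368) closed it, and the other 18 of 21 did not.

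For “1601”, the paper's counts are about 180 low-K responsive genes in Fig. 7, read by eye, about 2700 for Sp.NK against U.NK in Fig. 7, and about 100 genes that respond to K heterogeneity in Fig. 7, against 0, 320 and 0 here. DESeq2 on the libraries compared gave 175, 2716 and 103 and closed each of these gaps, and none of the other alternatives did (14 of 15, 14 of 15 and 20 of 21). The paper's count for Sp.SK against U.SK in “1601” is about 4500 in Fig. 7, read by eye, against 2424. DESeq2 on the libraries compared (4542) and edgeR on the 12 libraries of “1601” (4264) closed it, and the other 13 of 15 did not. Of the alternatives, only DESeq2 on the libraries compared closed the gap for every count of genes set beside the paper's here. These gaps thus went with the choice of model and libraries. The paper's text names no model, so which one it used is not known.

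The paper states that the cellulose genes TEA026325, TEA008079 and TEA19040 were more highly expressed in “1511” than in “1601” under heterogeneous K. Here, TEA026325 (log2 difference 0.54, edgeR adjusted p = 0.263) and TEA008079 (0.05, adjusted p = 0.898) were not past the threshold over both sides, and TEA008079 was at -0.19 on Sp.SK. DESeq2 on the libraries compared called TEA026325 (adjusted p = 0.0306) and TEA019040 (adjusted p = 0.000427) on Sp.SK, and limma voom called TEA026325 on Sp.SK (adjusted p = 0.0133) and over both sides (0.0191). TEA019040 was past the threshold over both sides (1.33, edgeR adjusted p = 0.0309), and on a single side with limma voom (0.0216) or without Sp.NK replicate 2 of “1601” (0.028) on Sp.NK, and with edgeR on the libraries compared on Sp.SK (0.0168). The paper states that this expression was strongest on Sp.NK in “1511”, and the log2 differences of Sp.NK from Sp.SK were 0.18, 0.24 and 0.58 (edgeR adjusted p = 0.997, 0.967 and 0.948), past the threshold in none of the alternatives. The paper states that K heterogeneity induced these genes on Sp.NK of “1511”, and against U.NK the log2 changes were 1.44, 1.02 and 1.04 (edgeR adjusted p = 0.104, 0.106 and 0.341). Limma voom with quality weights and the fit without U.NK replicate 3 called all 3, and the replicate number as a term called TEA026325 (edgeR adjusted p = 0.0389). The quality weights rested U.NK of “1511” mostly on replicate 1. The fit without U.NK replicate 3 kept U.NK replicate 2, which lay near the U.SK libraries. The paper ranks starch and sucrose metabolism, phenylpropanoid biosynthesis and flavonoid biosynthesis as the most enriched in “1511”, and of the word sets flavonoid biosynthesis came first (exact test, adjusted p = 0.00013) but cellulose degradation (0.00337) came before the phenylpropanoid set (0.00535) and the starch and sucrose set (0.00897). With the lists of the DESeq2 fits the phenylpropanoid (1.88e-07), starch and sucrose (2.3e-05) and flavonoid (0.00014) sets came before cellulose degradation (0.00268), which closed this gap. The paper states that the enrichment of starch and sucrose metabolism was stronger in “1511” than in “1601”, and with the lists of the DESeq2 fits it was 3.05-fold in “1511” (21 genes) and 3.34-fold in “1601” (2 genes). In Fig. 7, the diagram of genes higher on Sp.SK carries the word for lower, while the counts follow the rule of the methods.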

Other observations

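The tests on U.NK replicate 2 of “1511” (the exchange of labels, the genotype score, the library total, the abundant genes and the share of U.SK RNA), the spread of the sides and the direction of the side genes in “1511” were chosen, or their reading was revised, only after the result was seen. U.NK replicate 2 of “1511” lay near the U.SK libraries of that genotype. On the axis from the U.NK mean (0) to the U.SK mean (1), with each library left out of the means it was placed against, it was at 0.758, while U.NK replicates 1 and 3 were at 0.094 and -0.382 and the U.SK libraries at 0.932, 0.748 and 0.464. The library was of “1511” by its genotype score (1.1), its 19613743 counts were not the fewest of its group, and its position was 0.76 without a trend on gene length. Its own 100 most abundant genes held 16.78% of its counts, against 13.38% and 12.26% in U.NK replicates 1 and 3, but with the 100 most abundant genes over all libraries left out and each library centred on its median, which takes out a single factor for all other genes, its position was 0.766, against 0.102 and -0.381. These values argue against the other genotype, a small library, gene length and a few abundant genes as the whole cause. An exchange of labels with a U.SK library stays open. With U.NK replicate 2 left out of the axis, the U.SK libraries were at 1.014, 0.864 and 0.598, so that U.SK replicate 3, at 0.598, lay lower than U.NK replicate 2. A mixture with RNA of U.SK roots also stays open. From 177 genes higher on U.SK the share of such RNA was 25.4%, and from 596 genes lower on U.SK 95.1%, but the U.SK libraries themselves gave 234%, 119% and 1.1% from higher genes and 101%, 96.4% and 98.7% from lower ones, so that the measure is too coarse. A real difference between plants of U.NK stays open too and was not tested.

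Other groupings of the same 6 libraries bear on the counts of genes, and with 10 groupings no share can fall below 0.1. For low-K in “1511”, 2 of the 10 groupings gave as many genes, and the exchange of U.NK replicate 2 with U.SK replicate 3 gave more (5464 against 2786). With DESeq2 on the 6 libraries the same held, with 2 of 10 (3080 against 1261), and in “1601” 1 of 10 (175, the next 171). For low-K in “1601” and for the sides of “1511”, with 0 genes, all 10 gave as many (1024 and 1698 genes at an unadjusted p-value under 0.05). The real grouping was the only 1 of 10 for Sp.SK against U.SK in “1511” (the next 633) and in “1601” (the next 0), for Sp.NK against U.NK in “1511” (the next 1313) and in “1601” (the next 0), for the sides of “1601” (the next 1), and for “1511” against “1601” on Sp.NK (the next 0) and on Sp.SK (the next 0). For the genes that respond to K heterogeneity, 30 groupings of the 12 libraries of a genotype were drawn, and 1 of 30 gave as many in “1511” (the next 48) and 30 of 30 in “1601”, where the count was 0.

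The sides of the heterogeneous treatment differed in 478 genes in “1601” and 0 in “1511” (1698 at an unadjusted p-value under 0.05), but 0 genes were called for a difference between the genotypes (2290 at an unadjusted p-value under 0.05). The spread does not account for it, since the BCV of the sides of “1511” was at most 0.295 against 0.301 in “1601”. Nor does depth, since 452 genes remained called in “1601” with its libraries thinned to the 13889304 counts of the smallest library of “1511”. Of the 466 genes higher on Sp.NK in “1601”, 403 were also higher on Sp.NK in “1511”, 86.5% against 49.4% of all genes tested, with a median log2 difference of 2.03 in “1601” and 0.39 in “1511”. This is consistent with a change in the same direction in both genotypes. Because the genes were chosen for passing the threshold in “1601”, their median there is inflated, and the sizes of the change were not compared. In “1601” these genes were lower on Sp.SK than on U.SK (median -1.64, 292 called) and little changed on Sp.NK against U.NK (median 0.23, 9 called). Leaving out Sp.SK replicate 1 of “1601” left 22 genes between its sides. Over all genes the side changes of the genotypes correlated weakly (r = 0.0955 across genes, which are not independent). Of 736 Pfam families, 17 passed a one-sided Fisher's exact test among the 387 listed genes with a family (Benjamini-Hochberg), among them peroxidases (15 of 105 genes, 9.04-fold, adjusted p = 8.27e-08), the Bet v I family (7 of 22, adjusted p = 1.2e-05), cytochromes P450 (21 of 324, adjusted p = 1.45e-05) and WRKY factors (7 of 73, adjusted p = 0.00879).

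Across genes, the low-K change and the Sp.SK to U.SK change correlated at r = -0.864 in “1511” and -0.156 in “1601”, where simulations without change, which share the U.SK libraries in the same way, gave -0.534 and -0.487. The low-K change and the Sp.NK to U.NK change correlated at -0.254 in “1511” and 0.386 in “1601”, against 0.481 and 0.536 in the simulations. Genes are not independent replicates, and no biological explanation was tested for these values. The simulations drew each gene independently and so lack noise that many genes of a library share, which leaves open whether such noise gave these correlations.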
